# A role for orphan nuclear receptor liver receptor homolog-1 (LRH-1, NR5A2) in primordial follicle activation

**DOI:** 10.1038/s41598-020-80178-4

**Published:** 2021-01-13

**Authors:** Marie-Charlotte Meinsohn, Camilla H. K. Hughes, Anthony Estienne, Hatice D. Saatcioglu, David Pépin, Raj Duggavathi, Bruce D. Murphy

**Keywords:** Developmental biology, Physiology, Endocrinology

## Abstract

Liver receptor homolog-1 (NR5A2) is expressed specifically in granulosa cells of developing ovarian follicles where it regulates the late stages of follicle development and ovulation. To establish its effects earlier in the trajectory of follicular development, NR5A2 was depleted from granulosa cells of murine primordial and primary follicles. Follicle populations were enumerated in neonates at postnatal day 4 (PND4) coinciding with the end of the formation of the primordial follicle pool. The frequency of primordial follicles in PND4 conditional knockout (cKO) ovaries was greater and primary follicles were substantially fewer relative to control (CON) counterparts. Ten-day in vitro culture of PND4 ovaries recapitulated in vivo findings and indicated that CON mice developed primary follicles in the ovarian medulla to a greater extent than did cKO animals. Two subsets of primordial follicles were observed in wildtype ovaries: one that expressed NR5A2 and the second in which the transcript was absent. Neither expressed the mitotic marker. KI-67, indicating their developmental quiescence. RNA sequencing on PND4 demonstrated that loss of NR5A2 induced changes in 432 transcripts, including quiescence markers, inhibitors of follicle activation, and regulators of cellular migration and epithelial-to-mesenchymal transition. These experiments suggest that NR5A2 expression poises primordial follicles for entry into the developing pool.

## Introduction

The development of the mouse ovary begins with sexual differentiation on embryonic day 10.5, characterized by mitotic replication of oogonia^1^. Most of the incipient oocytes initiate meiosis between embryonic days 13.5 and 15.5^2^. Many are lost, but those that persist can be found densely packed in structures known as germ cell cysts^3^. Beginning on approximately day 19.5 of gestation, these cysts undergo a programmed breakdown, when the pre-granulosa cells invade and surround each oocyte, forming the primordial follicles^4^. This process continues through the first four to six days of postnatal life, and oocytes that fail to be encapsulated succumb to apoptosis^5^. In the mouse, approximately 33% of the oocytes survive to form the primordial follicles^4^. The consensus view is that this process of primordial follicle formation establishes the ovarian reserve that will provide oocytes throughout reproductive life^6^.

Although enormous progress has been made in understanding the events and regulation of the trajectory of ovarian follicular development, the early stages of development remain, to a large extent, a mystery^7^. The majority of the follicles in the reserve are dormant. It has been shown that the maintenance of primordial follicles in this quiescent state is not a passive process, but that the resting pool of primordial follicles is under a constant inhibitory influence^8,9^. Nonetheless, once activated, continuation of development is an irreversible process, and follicles that have initiated growth undergo atresia if not selected for subsequent stages of maturation^10^. Activation of primordial follicles occurs via a gonadotropin-independent process, whereby they are gradually selected from the quiescent reserve into the growing follicle pool^11,12^. Extensive bidirectional signaling takes place between oocytes and granulosa cells to ensure follicle development from primordial stage onwards^13,14^. As oocytes begin to increase in size, the granulosa cells undergo a partial epithelial-to-mesenchymal transition under the control of ZEB, SNAIL and TWIST family members^15^. This transition engenders change in the shape of these somatic cells from flattened to cuboidal, and presages the increase in their proliferation and formation of multiple layers^16^. Several activator and repressor signaling pathways have been implicated in the control of primordial follicle activation, as indicated by the patterns of expression of the oocyte-specific factors GDF9, FOXO3 and PTEN as well as the granulosa cell-specific FOXL2^17^.

Recent studies have shown that the orphan nuclear receptor liver receptor homolog 1 (LRH-1, NR5A2) influences follicular development and has an impact on multiple key follicular processes, including granulosa cell proliferation^18^. NR5A2 expression is restricted to the granulosa cells of primordial and all subsequent follicles in the ovary, and to luteal cells^19^. Germline deletion of NR5A2 results in early embryo lethality^20^, thus, a conditional attenuation strategy is necessary for exploration of its role in the ovary. We have previously shown by means of granulosa cell-specific depletion, beginning at either the primordial or antral follicle stage or in the incipient corpus luteum, that NR5A2 is required, not only for successful follicle development and subsequent ovulation, but also for pregnancy^21–24^. To date, there is not a great deal of information about the developmental dynamics of primordial follicles under physiological conditions. It is known that NR5A2 is expressed in this follicle population in the human ovary^25^ but no information has emerged on its role in either primordial follicle activation or maintenance of the quiescence of the follicle reserve.

The objectives of the current study were to explore the role of NR5A2 in ovarian function, with focus on its contribution to primordial follicle activation. We used a mutant mouse model in which NR5A2 is depleted from the granulosa cells of follicles at all stages, from primordial follicles forward. Our results demonstrate a role for NR5A2 in the regulation of primordial follicle activation.

## Results

### NR5A2 mRNA and proteins are depleted in conditional (cKO) mice at the termination of primordial follicle formation

To confirm the depletion of NR5A2 from the neonatal (PND4) and PND13 ovaries, we first demonstrated by in situ hybridization and immunohistochemistry that AMHR2 is expressed in pre-granulosa cells of the primordial follicle. The *Amhr2* transcript localized to the granulosa cells of primordial, primary and secondary follicles in the immature ovary, as well as to the surface epithelium (Fig. 1a). Immunohistochemistry further confirmed the AMHR2 protein to be present in these three classes of follicles (Fig. 1b). Together these findings provide evidence for Cre/lox recombination at least as early as the primordial follicle stage of the follicle development trajectory. We then substantiated the depletion of NR5A2 from perinatal ovaries between PND3 and PND6, the period of termination of primordial follicle formation, by qPCR, in situ hybridization and immunohistochemistry (Fig. 1c–f). Whole ovary qPCR revealed 80% decrease (*p* < 0.0001) in *Nr5a2* mRNA abundance in the cKO mice (Fig. 1c). In keeping with the reduction seen by qPCR, *Nr5a2* mRNA in cKO ovaries at PND6 was undetectable by in situ hybridization (RNAScope; Fig. 1d). Immunohistochemical evaluation of NR5A2 protein demonstrated the expected nuclear localization of NR5A2 in CON ovaries (Fig. 1e). Little signal was observable in primordial and primary follicles in the cKO ovaries, as confirmed by a significant reduction in fluorescence, detectable by CellProfiler software (Fig. 1f).

**Figure 1:**
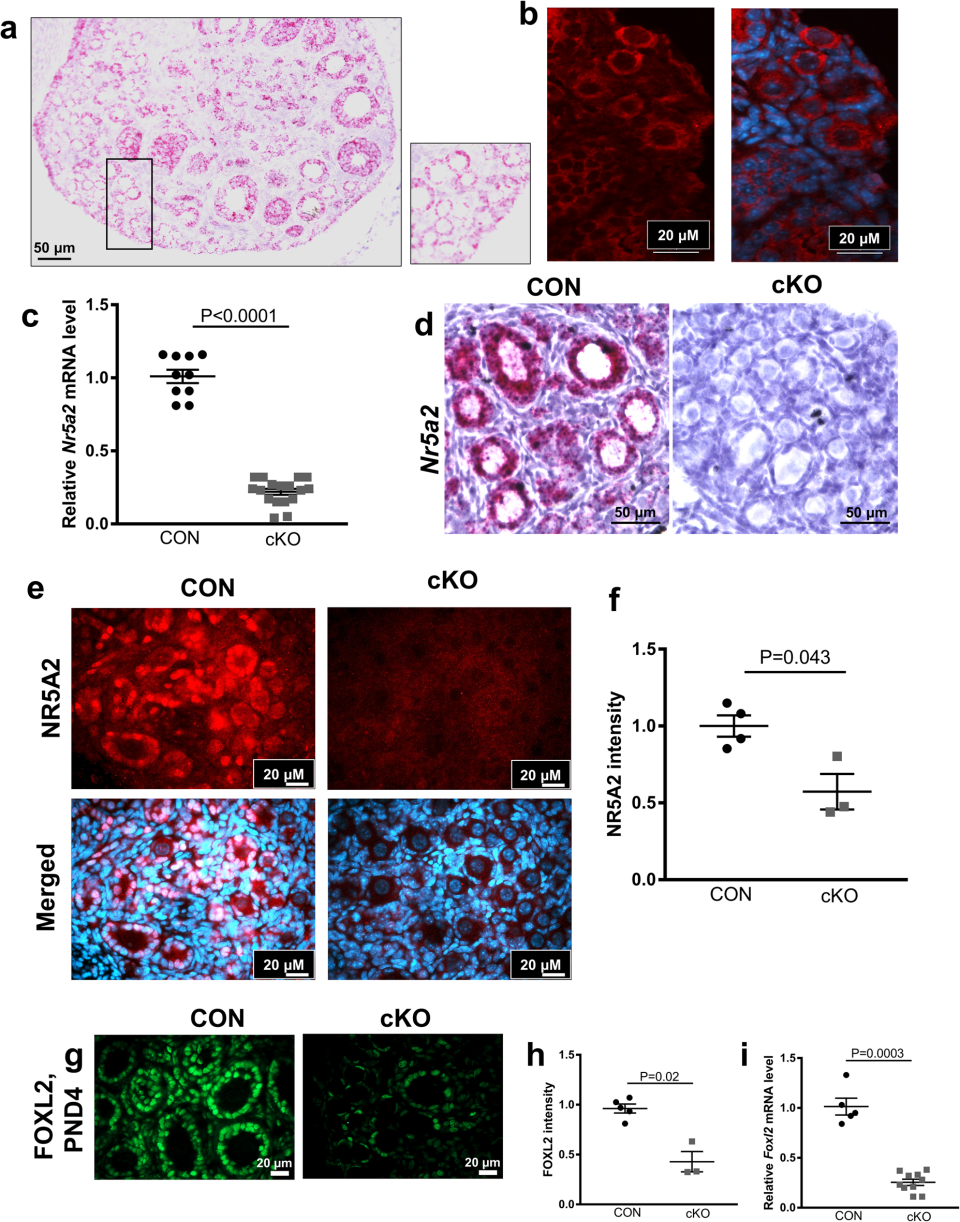
Depletion of NR5A2 from knock-out (cKO) ovaries at the termination of primordial follicle formation, via AMRH2-cre. (**a**) RNA in situ hybridization of *Amhr2* in CON ovaries at PND6. (**b**) Immunolocalization of AMHR2 in the ovaries of PND13 CON mice. (**c**) Abundance of *Nr5a2* transcripts in CON and cKO mouse ovaries at PND4 (n = 5–10 per genotype). (**d**) RNA in situ hybridization of *Nr5a2* in CON and cKO ovaries at PND6. (**e**) Immunolocalization of NR5A2 in PND4 CON and cKO mouse ovaries. Quantitative analysis of NR5A2 expression in CON and cKO PND4 mouse ovaries (n = 3–6 animals per genotype). (**f**) Quantification of signal from immunofluorescence in CON and cKO mouse ovaries on PND4. (**g**) Localization of FOXL2 in CON and cKO mice ovaries at PND4 showing absence of FOXL2 signal in primordial follicles of the cKO mouse. (**h**) Quantitative analysis of FOXL2 expression between CON and cKO PND4 mice ovaries (n = 3–5 animals per genotype). (**i**) Abundance of *Foxl2* transcripts in CON and cKO mice ovaries at PND4 (n = 5–10 animals per genotype). Quantification or protein expression for NR5A2 and FOXL2 was performed using CellProfiler version 4.06, www.cellprofiler.org.

Forkhead box protein L2 (FOXL2) is a granulosa cell-specific winged-helix transcription factor that is required for activation of the primordial follicle to the primary state^26^. In a recent publication^27^ it was shown that this factor is expressed differentially between subpopulations of pregranulosa cells during primordial follicle formation. We hypothesized that if NR5A2 could elicit its effect on follicular populations by regulating abundance of this key transcription factor, it could also serve as a marker for the efficacy of depletion of the nuclear receptor. Comparison of FOXL2 mRNA and protein abundance in cKO and CON ovaries at PND4 revealed that its expression was markedly lower in the NR5A2 depleted ovaries (Fig. 1 g–i).

### Phenotypic differences between the cKO and CON ovaries at postnatal day 4

Histological evaluation of ovaries of mice at PND4, when the follicle population is limited to primordial and primary follicles^28^ confirmed the presence of these two follicle subtypes in both CON and cKO mice (Fig. 2a). At PND4, we observed a larger number of primordial follicles, but fewer primary follicles in the cKO ovary compared to the control mice (Fig. 2a–c). This increase was also present at the time of appearance of the first antral follicles, on PND13 (Fig. 2d,e)^28^.

**Figure 2:**
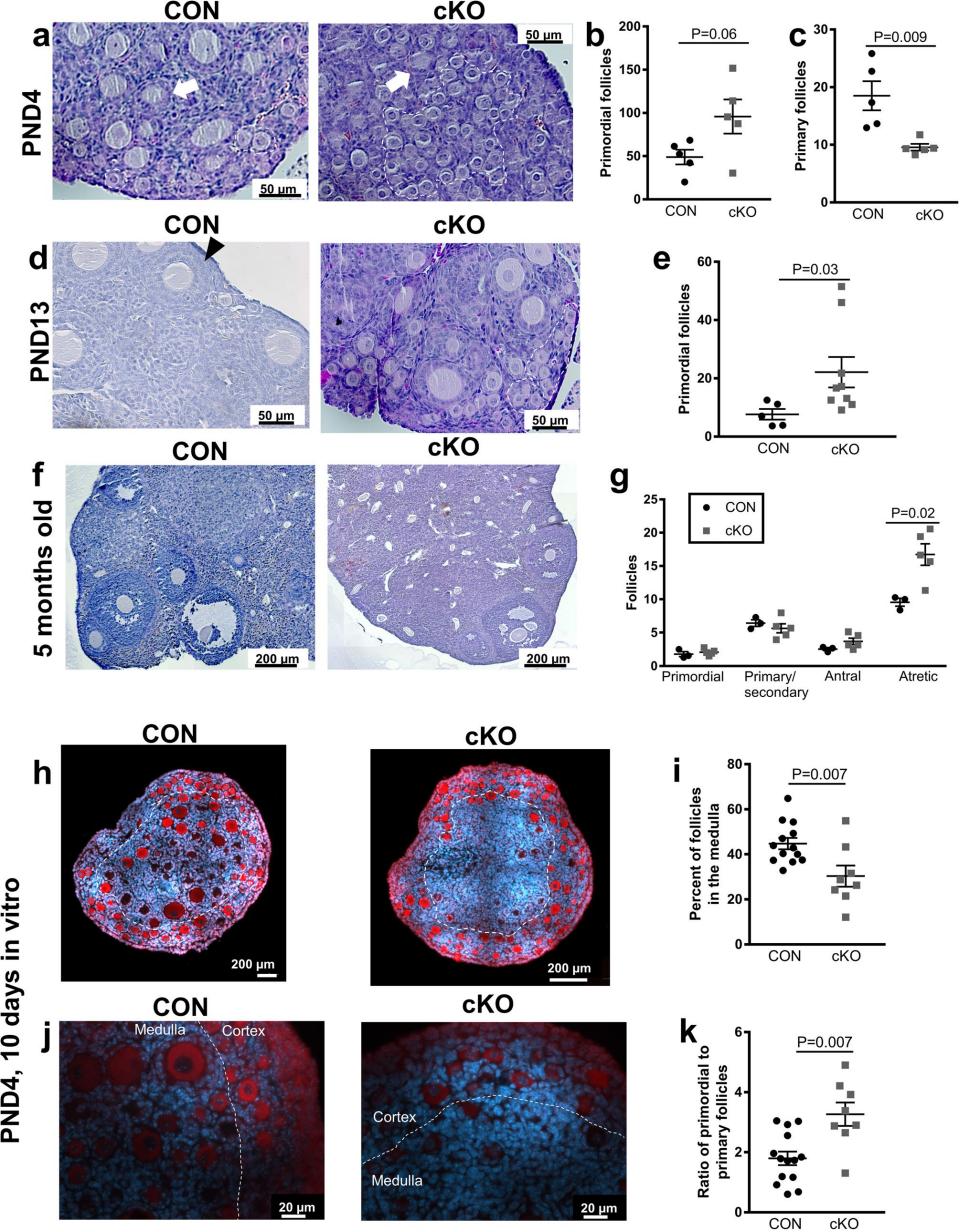
Increased number of primordial follicles in immature NR5A2 knock-out (cKO) mice. (**a**) Hematoxylin/Eosin staining of postnatal day 4 (PND4) control and cKO mouse ovaries showed an increased number of primordial follicles and a decreased number of primary follicles in cKO compared to control. The populations of primordial (**b**) and primary (**c**) follicles on PND4 were quantified (n = 5 animals per genotype). (**d**) Hematoxylin/Eosin staining analysis showed that the number of primordial follicles was also increased in cKO mouse ovaries at PND13 compared to the CON. The primordial follicles are located principally in the cortices of the ovaries. (**e**) The population of primordial follicles on PND13 was enumerated (n = 5–9 animals per genotype). (**f**) Histological analysis of mature (5-month-old) ovaries in cKO and CON animals. (**g**) The populations of primordial, primary/secondary, antral and atretic follicles were quantified (n = 3–5 animals per genotype). In a, b, d, and e, example primordial follicles groups are circled with a dashed line. In d, one secondary follicle is marked with a black triangle. In (**a**,**b**), example primary follicles are marked by a white arrow. (**h**,**j**) CON and cKO mouse ovaries cultured for 10 days in vitro, at low (**h**) and high (**j**) magnification. Oocytes are stained with antibodies to DDX4 (red). (**i**) Quantification of the follicles in the medulla of cultured ovaries (n = 8–13 animals per group). (**k**) Quantification of the primordial follicle population in cultured ovaries.

The number of primordial follicles in five-month-old cKO mice relative to CON was similar. In contrast, the number of atretic follicles in the cKO ovary, identified by the presence of a degenerate oocyte, was consistently and substantially greater than found in CON mice (Fig. 2f,g).

To further study the role of NR5A2 in follicular development, we established an organ culture model of postnatal day 4 (PND4) ovaries, incubated over 10 days. We identified oocytes by localization of the gamete specific factor, DDX4 (red; Fig. 2h,j). In CON mice we observed primordial follicles in the cortex and numerous developing primary follicles, mainly located in the medulla, consistent with previously published studies^29^. Moreover, the number of developing follicles in the medullary zone of the ovary in cKO mice was significantly lower (Fig. 2i). Further, in the cKO ovaries, the ratio of primordial to primary follicles was substantially greater relative to the CON (Fig. 2k), in keeping with in vivo results.

### NR5A2 defines two subsets of primordial follicles

To investigate the role of NR5A2 in primordial to primary follicle transition, we performed RNA in situ hybridization and fluorescent immunocytochemistry in ovaries of wild type mice on PND3 and PND6. Localization of the *Nr5a2* transcript revealed the existence of two populations of primordial follicles in the neonatal mouse ovary, one expressing NR5A2 and a second that was devoid of the signal (Fig. 3a,b,d). To further corroborate the observation that the follicles expressing NR5A2 have not yet been activated, we performed a double immunofluorescence to detect NR5A2 and KI-67, a cellular proliferation marker (Fig. 3c,d). As expected, we found that activated primary follicles expressed both NR5A2 and KI-67. More significantly, there was a subpopulation of primordial follicles that expressed neither NR5A2 nor KI-67, as well as a demonstrable subset of primordial follicles that expressed only NR5A2 but not KI-67. (Fig. 3c,d).

**Figure 3:**
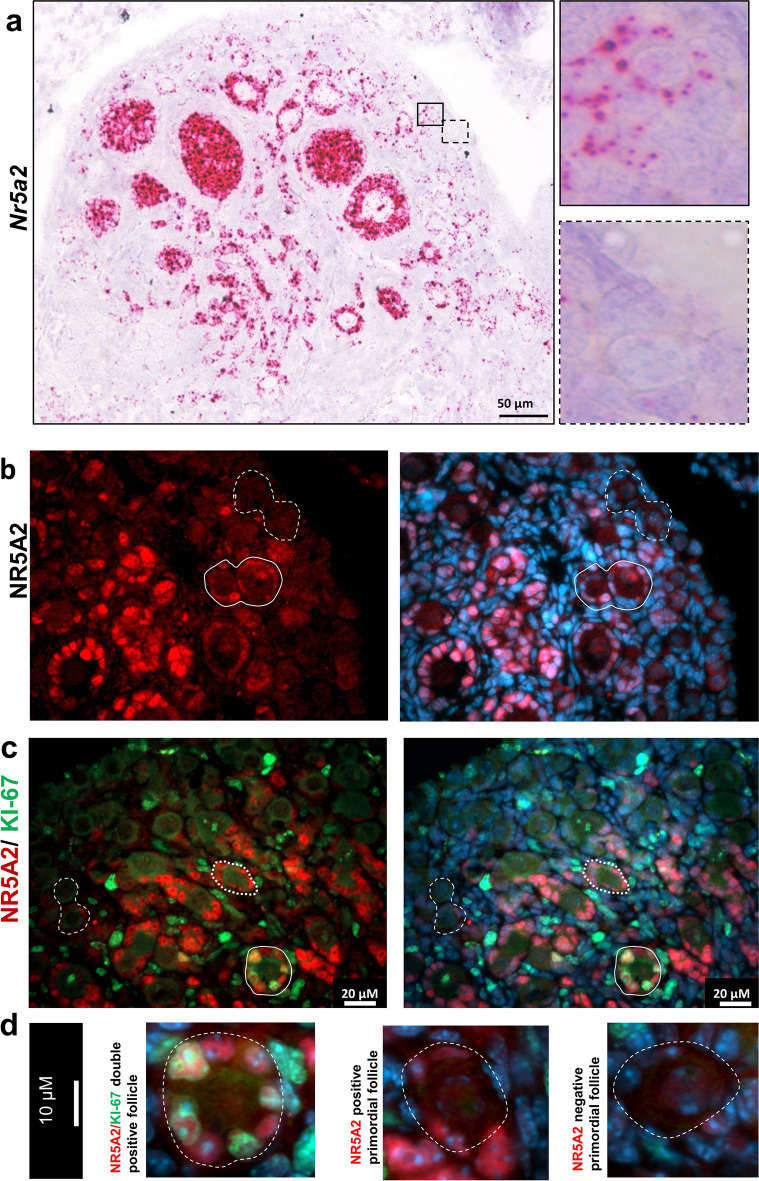
NR5A2 defines two subsets of primordial follicles. (**a**) RNA in situ hybridization of *Nr5a2* in CON mouse ovaries at PND6. Panels at right demonstrate two types of primordial follicles, one that expresses NR5A2 (red signal). (**b**) Immunolocalization of NR5A2 in the ovaries of PND3 CON mice. The left panel displays immunolocalization of NR5A2 (red), while the right panel shows NR5A2 and the nuclear stain, DAPI (blue). The dashed line indicates follicles lacking NR5A2, while the solid line designates follicles with NR5A2 expression. To the right are larger images of the example follicles of interest. (**c**) Immunolocalization of NR5A2 (red) and KI-67 (green) in the ovaries of PND3 CON mice. The dashed line indicates primordial follicles without the NR5A2 signal, the dotted line indicates a primordial follicle expressing NR5A2 but not KI-67, and the solid line indicates primary follicles expressing both NR5A2 and KI67. (**d**) High magnification images of (from left to right) an NR5A2, KI67 double positive primary follicle, an NR5A2 positive, KI67 negative primordial follicle, and an NR5A2, KI67 negative follicle.

### Loss of NR5A2 alters abundance of transcripts associated with migration and epithelial-to-mesenchymal transition

To generate a more comprehensive understanding of the effect of depletion of NR5A2 on follicular function on PND4, we compared transcriptomes between CON and cKO ovaries. 

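*Nr5a2* encodes the nuclear receptor deleted in the cKO ovaries, and its counts were higher in every library labelled cKO than in every library labelled CON. In reads scaled to library size (CPM) after TMM correction, the libraries labelled CON had 18.5, 16.3, 15.0 and 12.2, and the libraries labelled cKO had 31.0, 23.1, 27.9 and 27.8. The log2 fold change of cKO over CON was 0.82 (SE 0.13, edgeR adjusted p = 0.0128). *Nr5a1*, the related receptor that drives steroidogenic genes, also rose, by 0.60 (SE 0.11, adjusted p = 0.0231). *Amhr2*, whose promoter drives the Cre recombinase, had a log2 fold change of -0.59 (SE 0.16) and did not pass (adjusted p = 0.0539), although its 4 cKO values all lie below its 4 CON values (0.0465 without cKO 2). The gene-level count of *Nr5a2* (chromosome 1, 136842562 to 136960448) includes exons outside the deleted exons 4 and 5, so it does not measure their loss. The paper's qPCR, whose reverse primer lies in the deleted exon 5, and its NR5A2 protein signal run the other way, lower in cKO (Fig. 1c,e,f). So does its in situ hybridization on ovaries of a later postnatal day, which detected no *Nr5a2* transcript in cKO (Fig. 1d). The adjusted p of *Nr5a2* is 0.0575 without CON 2 and 0.0650 without CON 3, and that of *Nr5a1* lies between 0.0531 and 0.0923 without CON 2, CON 3, CON 4, cKO 2 or cKO 3.

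The values come from the authors' table of read counts per gene for 8 whole-ovary libraries of PND4 mice, 4 per genotype, taken as independent of each other. Libraries are numbered CON 1 to CON 4 and cKO 1 to cKO 4 as in the columns of that table. Between 14649243 and 29066847 reads per library were assigned to genes, and 15257 of 24823 genes passed the count filter and were tested with the quasi-likelihood test of edgeR. The table covers whole ovaries, so a difference can lie in any cell type of the ovary or of the tissue beside it.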

Principal component analysis demonstrated that samples from PND4 CON and cKO ovaries clustered separately (Fig. 4a). 

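In a principal component analysis of the 500 most variable genes, the first component held 29.0% of the variance and the second 23.4%. The mean of the cKO libraries lay 20.0 units above that of the CON libraries on the first component, with no overlap and a gap of 9.29 units between the nearest libraries of the 2 genotypes. The exact permutation test over 70 label assignments (two-sided) gives p = 0.0286, the smallest that 4 against 4 libraries allow. The cKO libraries were not alike. On the first component cKO 1 (17.2) and cKO 2 (18.8) lay farther from the CON libraries than cKO 3 (2.16) and cKO 4 (1.84), and on the second component cKO 3 (-20.2) and cKO 4 (-13.2) lay apart from the rest. With 1 library left out, the genotypes overlapped on the first component without CON 1 (difference 17.1, exact p = 0.257), CON 2 (16.7, 0.229), CON 3 (7.82, 0.429) or cKO 2 (15.1, 0.171).

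**Figure D1:**
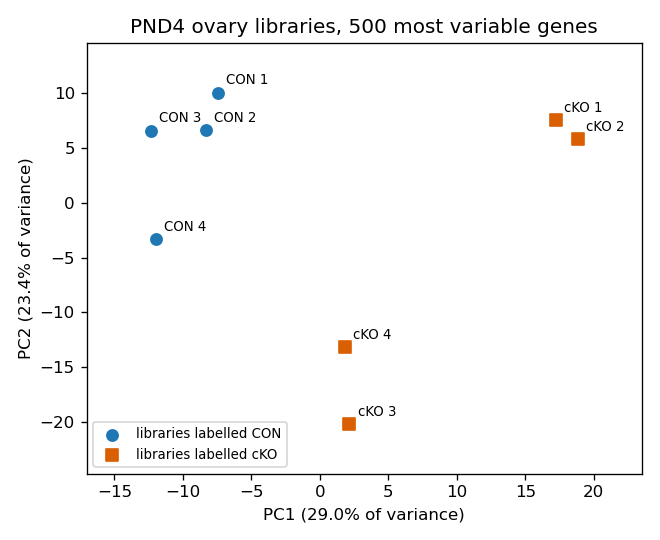
Scores of the 8 libraries on the first (29.0% of variance) and second (23.4%) principal components, in units of log2 CPM, computed on the 500 most variable genes; each point is 1 library, coloured by genotype. All 4 CON libraries lie to the left of the cKO libraries, and cKO 1 and cKO 2 lie apart from cKO 3 and cKO 4.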

Among 15,657 transcripts detected and analyzed, 432 were differentially abundant, with 178 downregulated and 254 upregulated in cKO ovaries (Fig. 4b; Supplementary Table S1). 

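With an adjusted p under 0.05 and a fold change of at least 1.5, 136 genes were higher and 79 lower in the libraries labelled cKO. Among the genes with the largest increase, *Snhg11*, a long noncoding RNA, rose by 1.59 on the log2 scale (SE 0.20, adjusted p = 0.0119), *Lin28b*, which blocks maturation of let-7 microRNA, by 1.53 (SE 0.35, 0.0366), *Tfap2a*, a transcription factor, by 1.51 (SE 0.33, 0.0338), and *Gpr3*, the receptor that keeps oocytes in meiotic arrest, by 1.32 (SE 0.23, 0.0171). *Samd7* (1.49), *Cnpy1* (1.40), *Gm19299* (1.39), *Mroh6* (1.38), *Slc5a4a* (1.34) and *A930013F10Rik* (1.26) complete the 10 largest. Among the largest decreases, *Slc6a2*, the noradrenaline transporter of sympathetic nerves, had a log2 fold change of -2.86 (SE 0.40, 0.0119), and *Pcp4*, a calmodulin regulator expressed in smooth muscle, -2.40 (SE 0.39, 0.0150). The others are *Scx* (-2.82), *Hoxa11os* (-2.55), *Mmp9* (-2.27), *Pde4c* (-2.22), *A2m* (-2.08), *Rorb* (-2.06), *Acap1* (-2.04) and *Gm4750*.

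Of the 432 transcripts in Supplementary Table S1, 410 were tested here and all 410 have the sign given there. Of these, 213 pass both thresholds, 135 higher and 78 lower. The number of genes that pass depends on single libraries. Without CON 2, edgeR finds 0 genes (1749 higher and 1565 lower at an unadjusted p under 0.05) and DESeq2 finds 125 higher and 115 lower. Without CON 3, edgeR finds 0 (1771 and 1488 unadjusted) and DESeq2 150 and 81. Without CON 1 edgeR finds 322 higher and 85 lower genes, without CON 4 16 and 31, without cKO 1 81 and 88, without cKO 2 34 and 29, and without cKO 3 21 and 30. Every edgeR adjusted p under 0.05 printed for a single gene is therefore above 0.05 without CON 2 (smallest over all genes 0.0567) and without CON 3 (0.0613). Leaving out any other library keeps *Snhg11*, *Slc6a2* and *Pcp4* under 0.05, but not *Gpr3* (0.0579 without CON 4), *Tfap2a* (0.0609 to 0.0825 without CON 4, cKO 2 or cKO 3) or *Lin28b* (0.0553 to 0.0958 without CON 4, cKO 1, cKO 2 or cKO 3).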

Validation of candidate genes related to the mechanisms that differed between the cKO and CON in RNAseq analysis was achieved by qPCR (Table 1). Eighteen transcripts were identical in pattern of change and statistical significance in RNAseq and qPCR, and an additional eight transcripts tended to change (*p* < 0.05, but padj > 0.05) in RNAseq, but were confirmed as significantly changed in qPCR. 

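Over the 40 transcripts of Table 1, 38 had enough counts to be tested and 32 of these have the sign of the paper's qPCR value. The regulator of G-protein signaling *Rgs11* rose most among those that passed, by 1.24 on the log2 scale (SE 0.18, adjusted p = 0.0119). The potassium channel subunit *Kcnj3* rose by 1.03 (SE 0.19, 0.0188) and the TGF-beta signal transducer *Smad3* by 0.42 (SE 0.10, 0.0403). The metalloprotease *Mmp9* fell (SE 0.51, 0.0389). *Kcnj3* has 0.0558 without CON 4 and 0.0513 without cKO 2. These 4 also have a qPCR p of at most 0.05 in the same direction. Another 12 have a qPCR p of at most 0.05, the same sign, and an unadjusted p under 0.05 with an adjusted p above it. The 6 transcripts whose sign is opposite to the qPCR value include *Foxl2* (0.16, SE 0.08) and *Cdh1* (-0.08, SE 0.24), and none of the 6 passed (0 also at an unadjusted p under 0.05 with edgeR, and 0 with DESeq2). Adjusted over the list alone, 14 transcripts of the table were higher and 4 lower, but the paper chose the list on these samples, so this is not independent evidence. The number with an adjusted p under 0.05 over all genes and the sign of the qPCR value is 5. It is 11 without CON 1, 2 without CON 4, 3 without cKO 2, 3 without cKO 3, and 0 without CON 2 or CON 3 with edgeR, where 11 and 12 transcripts of the table have an unadjusted p under 0.05, a qPCR p of at most 0.05 and its sign.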

Changes in transcript abundance of only five genes from RNAseq (padj < 0.05) proved undetectable by qPCR (*p* < 0.05), and all of these had consistent fold changes in RNAseq and qPCR (Table 1).

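The oocyte growth factor *Gdf9* (edgeR adjusted p = 0.0550), the genome guardian of oocytes *Trp63* (0.59, SE 0.17, 0.0614) and the mesenchymal transcription factor *Twist1* (-0.33, SE 0.11, 0.0909) did not pass. *Fos*, an immediate-early gene that cells switch on within minutes of a stimulus, had 4.43 to 7.91 CPM in the 4 CON libraries and 376, 82.3, 7.60 and 8.02 CPM in cKO 1 to cKO 4. Its log2 fold change of 4.27 (SE 1.39, 0.0998) therefore rests on cKO 1 and cKO 2. Without CON 1 the adjusted p is 0.0315 for *Gdf9*, 0.0236 for *Trp63* and 0.0334 for *Twist1*, and without cKO 4 it is 0.0459 for *Trp63*.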

**Figure 4:**
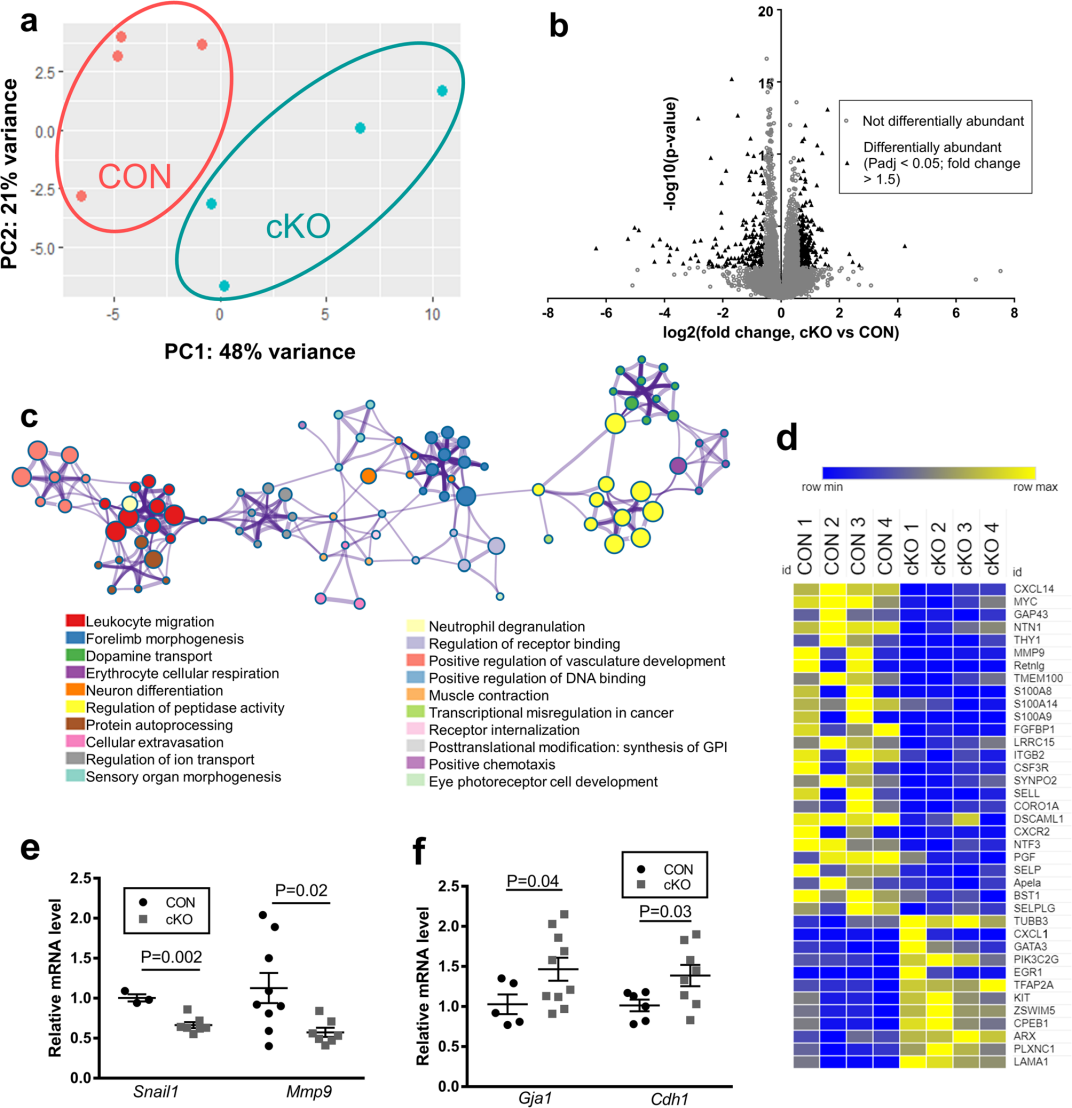
NR5A2 conditional knockout alters the ovarian transcriptome on PND4. (**a**) Principal component analysis of all transcript abundance data from CON (each sample represented by a red circle) and cKO (each sample represented by circle in teal) ovaries. (**b**) Volcano plot of all mRNA quantified and analyzed in CON and cKO ovaries. Black triangles represent transcripts with Padj < 0.05 and fold change > 1.5 (either up or down), while grey circles represent transcripts with Padj > 0.05 or fold change < 1.5. (n = 4 animals per genotype). (**c**) Pathway analysis transcripts that were downregulated by NR5A2 cKO. The color of each circle represents the functional cluster, while the edges represent the similarity or relatedness among clusters. (**d**) Heatmap of all differentially abundant transcripts related to migration (Metascape). Blue represents a decrease, while yellow represents an increase. (**e**) Abundance of markers of the epithelial to mesenchymal transition that changed in RNAseq (Padj < 0.05), as measured by qPCR, *Snail*, *Mmp9* (n = 3–10 animals per genotype). (**f**) Abundance of epithelial markers that are downstream of, and inhibited by SNAIL, *Gja1* and *Cdh1*, as measured by qPCR (n = 5–10 animals per genotype).

**Table 1:** Abundance of transcripts in CON and cKO ovaries as measured by RNAseq and qPCR.

mRNA	Fold change (RNAseq)	Fold change (qPCR)	*p* value (RNAseq)	*p* value (qPCR)	padj (RNAseq)
*Rgs11*	1.24	1.17	2.4E−11	0.001	1.0E−08
*Grem2*	0.44	0.38	1.9E−07	0.08	1.9E−05
*Kcnj3*	1.04	1.37	3.2E−07	0.0001	3.0E−05
*cKit*	0.63	0.87	6.4E−05	0.05	0.002
*Smad3*	0.42	0.54	7.0E−05	0.006	0.002
*Mmp9*	− 2.26	− 0.98	7.1E−05	0.02	0.002
*Gdf9*	0.72	0.45	8.5E−05	0.10	0.002
*Amhr2*	− 0.59	− 0.77	0.0002	0.05	0.004
*Fos*	4.24	0.79	0.0002	0.13	0.005
*p63*	0.59	0.33	0.0005	0.45	0.008
*Egr1*	2.34	0.65	0.0008	0.03	0.01
*Foxo3*	0.33	1.09	0.002	0.0001	0.02
*Snail1*	− 0.44	− 0.59	0.002	0.002	0.02
*Cxcl1*	2.68	0.93	0.005	0.05	0.04
*Figla*	0.53	0.85	0.007	0.03	0.05
*Notch2*	0.30	0.54	0.008	0.01	0.05
*Twist1*	− 0.33	− 0.18	0.008	0.25	0.05
*Fosb*	2.76	1.11	0.008	0.04	0.06
*Cdh2*	0.21	0.37	0.02	0.02	0.09
*Lin28a*	0.65	1.58	0.02	0.01	0.09
*Wnt4*	0.19	0.08	0.02	0.62	0.09
*Junb*	1.69	1.45	0.04	0.04	0.16
*Cxcl10*	2.30	0.58	0.04	0.04	0.17
*Smad2*	0.10	0.39	0.05	0.01	0.17
*Zfp36*	0.87	0.31	0.05	0.13	0.18
*Foxl2*	0.16	− 2.00	0.07	0.0003	0.22
*Bmpr1b*	0.15	0.94	0.09	0.0004	0.27
*Gja1*	0.14	0.51	0.09	0.04	0.27
*Kitl*	0.14	0.38	0.14	0.05	0.35
*Zeb1*	0.12	0.20	0.14	0.47	0.35
*Amh*	− 0.51	− 1.89	0.25	0.004	0.48
*Pten*	− 0.04	0.54	0.50	0.12	0.71
*Cdkn1a*	0.06	1.02	0.51	0.002	0.72
*Bcl2l1*	− 0.06	0.73	0.52	0.11	0.73
*Hmga2*	0.10	0.85	0.54	0.0008	0.74
*Zeb2*	0.05	0.59	0.61	0.008	0.79
*Cdh1*	− 0.08	0.45	0.78	0.03	0.89
*Vim*	− 0.02	0.15	0.82	0.42	0.92
*Mcl1*	0.00	0.49	1.00	0.008	1.00
*Grem1*	0.39	0.73	0.60	0.08	NA

Pathway analysis revealed that transcripts downregulated by Nr5a2 cKO were primarily associated with cell migration, including pathways for leukocyte migration, cellular extravasation, and chemotaxis (Fig. 4c). 

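Neutrophils are the leukocytes that migrate first into tissue. Of 32 listed neutrophil genes 14 had enough counts to be tested, and the peptidoglycan-binding protein *Pglyrp1* (log2 fold change -0.98, SE 0.22, edgeR adjusted p = 0.0339) and *Mmp9* passed, both lower. Adjusted over the list alone, 10 were lower and 1 was higher. The list is enriched among the 79 lower genes (Fisher's exact test, one-sided, adjusted p = 0.0224), and its median log2 fold change is -0.96 (camera adjusted p = 2.34e-05; adjusted p = 0.409 with an estimated correlation). The difference was carried unevenly. The mean deviation of the list in log2 units was 1.25 in CON 1 and 1.58 in CON 3, against -0.32 in CON 2 and -0.06 in CON 4, and lay between -0.75 and -0.46 in the 4 cKO libraries (two-sided exact permutation p = 0.0286, adjusted 0.0921). Genes of the red blood cell lineage, 15 of them tested, were highest in the same CON 1 (1.57) and CON 3 (1.08), and their median of -0.85 has a camera adjusted p of 0.00216 (adjusted p = 0.635 with an estimated correlation; 0.129 without CON 1, 0.482 without CON 1 and CON 3, 0.0716 with limma-voom and 0.0894 with quality weights). Their deviation was -0.69 in CON 2 and -0.53 in CON 4, against -0.65 to -0.15 in the cKO libraries. The genotypes therefore overlap (two-sided exact permutation p = 0.4, adjusted 0.504). As edgeR calls 0 genes without CON 2 or CON 3, no list can be enriched there. The neutrophil enrichment is not kept without CON 2, CON 3, CON 4, cKO 1, cKO 2 or cKO 3 (adjusted p from 0.163 to 1), and without these libraries *Pglyrp1* has an adjusted p of 0.0505 to 0.114. That enrichment also ends without count filter (0.300), with limma-voom (0.379) or its quality weights (0.0925), with the length trend removed (1), and without CON 1 and CON 3 or cKO 1 and cKO 2 (1). With the length trend removed fewer genes are called, and the median of the list is -0.88 (camera adjusted p = 8.23e-06).

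Of the transcripts behind the paper's pathway terms, 14 of 16 for leukocyte migration were tested and 5 passed, and all 5 for cellular extravasation were tested and 2 passed. All tested members of both terms have a negative sign. The paper chose these genes on the same libraries. Another 3 of the 29 fixed lists are enriched (Fisher's exact test) among the lower genes: Wnt signaling (adjusted p = 0.0157), nerve (0.0224) and reproductive tract (0.0378). They hold 3, 2 and 2 of the lower called genes. None of these enrichments could be tested without CON 2 or CON 3, because edgeR then calls 0 genes. The 29 lists were drawn up after Supplementary Table S1 had been seen. Their enrichment is therefore not independent of the paper's calls on these libraries.

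**Figure D2:**
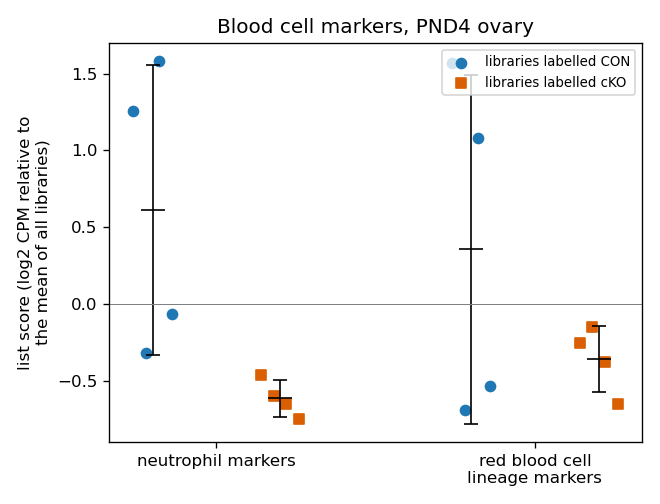
Mean deviation, in log2 CPM, of the tested neutrophil and red blood cell lineage genes from their mean over all libraries, for CON and cKO; each point is 1 library, and the black mark and bar are the mean and SD of 4 libraries. CON 1 and CON 3 lie above 1 in both lists, while the 4 cKO libraries lie at or below -0.15. For the red blood cell lineage genes CON 2 (-0.69) lies below all cKO libraries and CON 4 (-0.53) among them (-0.65 to -0.15).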

The mRNA associated with these pathways included components of cytokine and chemokine signaling (*Cxcr2*, *Cxcl14*, *A2m*, *Csf3r*), adhesion molecules (*Sell*, *Selp*, *Selplg*), and metalloproteases (*Mmp8*, *Mmp9*), among others (Fig. 4d). 

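*Cxcl14*, a chemokine, had 44.4 to 59.4 CPM in the CON libraries and 11.5 to 23.3 CPM in the cKO libraries, a log2 fold change of -1.50 (SE 0.21, edgeR adjusted p = 0.0119). *A2m*, a protease inhibitor that binds cytokines, fell from a mean of 42.1 CPM (SD 19.6) to 10.3 CPM (SD 4.58), with an adjusted p of 0.0323. The endothelial adhesion molecule *Selp* had a log2 fold change of -1.15 (SE 0.30, 0.0494). *Mmp9*, which degrades basement membrane, had 17.4 and 17.5 CPM in CON 1 and CON 3, 5.59 and 4.13 CPM in CON 2 and CON 4, and 1.45 to 3.18 CPM in cKO. *Csf3r* (-1.71, SE 0.59, 0.0976), *Selplg* (-0.72, SE 0.24, 0.0849) and *Mmp8* (-2.31, SE 0.72, 0.0764) did not pass. *Cxcr2*, the receptor that guides neutrophils, was below the count filter, with 4.23 and 2.75 CPM in CON 1 and CON 3 and at most 0.561 CPM in every other library. Without the filter its adjusted p is 0.153 with edgeR, and DESeq2 gives -2.43 and 0.0269. Of the 34 tested transcripts of Fig. 4d, 6 were higher and 9 lower at an adjusted p under 0.05, and 11 and 23 adjusted over the list alone, which is not independent evidence because the paper chose the list on these libraries. For *Selp*, only leaving out cKO 4 keeps the adjusted p under 0.05 (otherwise 0.0719 to 0.135). *Mmp9* has an adjusted p of 0.0690 to 0.115, and *A2m* one of 0.0583 to 0.0921, without CON 2, CON 3, cKO 1, cKO 2 or cKO 3.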

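*Fgfbp1*, a carrier that releases fibroblast growth factors from the matrix, had 1.09 to 2.29 CPM in the libraries labelled CON and 0.603 to 0.810 CPM in those labelled cKO, a log2 fold change of -1.30 (SE 0.29, edgeR adjusted p = 0.0341). *Angptl7*, an angiopoietin-like factor, was below the count filter. It had 1.78, 0.106, 0.351 and 11.7 CPM in CON 1 to CON 4 and at most 0.138 CPM in cKO, so that most of its counts came from CON 4. Without the filter its adjusted p is 0.119 with edgeR and 0.00632 with DESeq2. None of 18 endothelial markers passed with edgeR (3 were lower at an unadjusted p under 0.05, and 0 passed adjusted over the list alone), but 17 have a negative sign and their median is -0.16 (camera adjusted p = 0.00534; adjusted p = 0.635 with an estimated correlation; 0.125 without cKO 1, 0.902 without cKO 1 and cKO 2, and 0.0894 with quality weights of limma-voom). Of the 7 transcripts behind the paper's term for vasculature development, 5 were tested, all with a negative sign, and 2 passed. The paper drew them from the transcripts it calls lower in these libraries, so their sign is not independent evidence. *Fgfbp1* has an adjusted p of 0.0549 to 0.104 without CON 2, CON 3, CON 4, cKO 1, cKO 2 or cKO 3.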

Pathways associated with vascular development were also disrupted, including transcripts for *Angptl7*, *Fgfbp1* and *Mmp9*. 

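Among lower transcripts with a role in moving ions, carbonic anhydrase 2 (*Car2*) fell from a mean of 43.3 CPM (SD 11.2) to 19.5 CPM (SD 2.45), a log2 fold change of -1.15 (SE 0.18, edgeR adjusted p = 0.0142). *Car2* is also on the red blood cell lineage list, as the only gene of that list that passed. The calcium pump *Atp2a3* had -0.79 (SE 0.15, edgeR adjusted p = 0.0231). *Hand2*, a transcription factor of mesenchyme and sympathetic neurons that is also on the reproductive tract list, had 46.7 to 86.1 CPM in CON and 13.2 to 22.1 CPM in cKO (-1.71, SE 0.22, 0.0119). The paper's lists for ion transport, DNA binding and receptor binding hold 14, 4 and 3 tested transcripts, of which 9, 3 and 3 passed, all lower. *Mmp9* is in all of these lists, and the paper drew them from the transcripts it calls lower in these libraries. Without CON 2 the adjusted p of *Car2* is 0.0575 and that of *Hand2* 0.0567, and without CON 3 they are 0.0650 and 0.0613. *Atp2a3* also exceeds 0.05 without cKO 2 (0.0636) or cKO 3 (0.0560).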

Other top pathways included those for normal cellular functions, such as ion transport, DNA binding and receptor binding, indicating that downregulated mRNA may be involved in maintaining cellular homeostasis (Fig. 4c, Supplementary Table S2). We hypothesized that, because cellular migration-related functions were negatively affected by loss of Nr5a2, this transcription factor may mediate the epithelial-to-mesenchymal transition that characterizes follicular activation^15^. 

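The metalloprotease *Mmp9* lies on chromosome 2 from 164940326 to 164955850, and its 4 cKO values all lie below its 4 CON values. *Snai1*, the transcription factor that represses epithelial genes, had a mean of 21.7 CPM (SD 3.09) in CON and 16.0 CPM (SD 2.47) in cKO, a log2 fold change of -0.44 (SE 0.13), and did not pass with edgeR (adjusted p = 0.0630). With DESeq2 its adjusted p is 0.0243. Of 17 mesenchymal genes, 1 passed, *Mmp9* (1 adjusted over the list alone), which is also on the neutrophil list. The mean deviation of the mesenchymal list was 0.06 to 0.19 in CON and -0.35, -0.25, 0.04 and 0.03 in cKO 1 to cKO 4, and smooth muscle genes were likewise lowest in cKO 1 and cKO 2. The median of the mesenchymal list is -0.21 (camera adjusted p = 0.0331; adjusted p = 0.635 with an estimated correlation), and the camera call is not kept without cKO 1 (0.237), cKO 2 (0.124) or both (0.686), with limma-voom (0.0622) or its quality weights (0.333), or with 1 surrogate variable (0.149). None of 18 epithelial junction genes passed with edgeR (2 higher and 1 lower at an unadjusted p under 0.05, 0 adjusted over the list alone), with a median of -0.03. Without cKO 1 their camera adjusted p is 0.00288, without cKO 1 and cKO 2 1.5e-09, and with 1 surrogate variable 0.00159, with lower values in cKO. The gap junction gene *Gja1* had a log2 fold change of 0.14 (SE 0.08, 0.257). *Cdh1* ranged from 50.5 to 111 CPM in cKO, wider than the 61.7 to 88.6 CPM in CON, and its sign turns positive without cKO 3 (0.06) or cKO 4 (0.02).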

Confirmation by qPCR of the decreases of mesenchymal markers *Mmp9* and *Snail1* by RNAseq supports this postulate (Fig. 4e). To provide additional evidence for modulation of the mesenchymal transcription factor *Snail1*, two of its downstream targets, *Cdh1* and *Gja1*, were also quantified by qPCR*.* Both *Cdh1* and *Gja1* have been reported to decrease during the escape from the epithelial state^30–32^. As expected, both these epithelial markers were significantly upregulated in our cKO mouse model suggesting active maintenance of the epithelial condition (Fig. 4f).

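The list of oocyte genes reaches from growth factors to maternal-effect proteins. Of 42 tested, 41 have a positive sign, with a median log2 fold change of 0.56. At an adjusted p under 0.05, 8 were higher and 0 lower in the libraries labelled cKO with edgeR (32 higher and 0 lower at an unadjusted p under 0.05), and 31 were higher adjusted over the list alone. They include the signaling factor *Rspo2* (0.56, SE 0.10, adjusted p = 0.0162), *Gpr3*, the RNA helicase *Ddx4* (0.62, SE 0.13, 0.0326), the RNA-binding *Elavl2* (0.72, SE 0.15, 0.0343) and *Dazl* (0.74, SE 0.18, 0.0432), and *Bmp15*. *Rspo2* has 0.0542 without CON 4, and *Ddx4*, *Elavl2* and *Dazl* stay under 0.05 only without CON 1 or cKO 4 (otherwise 0.0521 to 0.126). The list is enriched among the 136 higher genes (Fisher's exact test, one-sided, adjusted p = 0.00033), and camera gives an adjusted p of 1.7e-17 (adjusted p = 0.375 with an estimated correlation). Per library, the mean deviation of the list was 0.06, -0.38, -0.27 and -0.47 in CON 1 to CON 4 and 0.53, 0.16, 0.28 and 0.09 in cKO 1 to cKO 4 (two-sided exact permutation p = 0.0286, adjusted 0.0921). The smallest gap, between CON 1 and cKO 4, is narrower than the spread within either genotype. The enrichment is lost without CON 2, CON 3, CON 4, cKO 1, cKO 2 or cKO 3 (adjusted p from 0.0561 to 1), and without cKO 1 and cKO 2 (1). Its loss without CON 2 or CON 3 says nothing about oocyte genes, as edgeR then calls 0 genes.

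**Figure D3:**
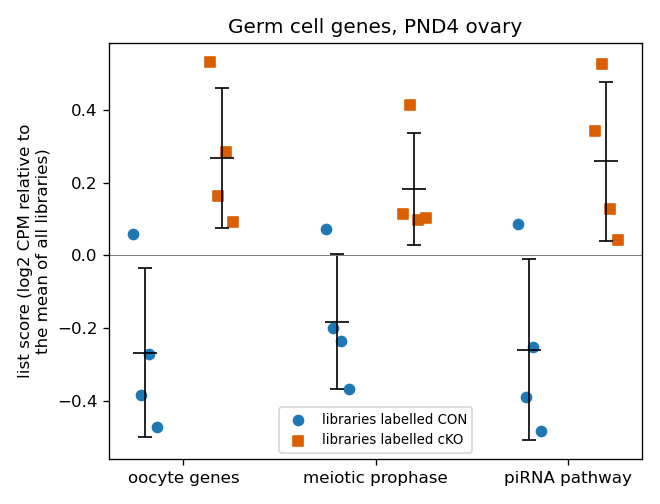
Mean deviation, in log2 CPM, of the tested oocyte, meiotic prophase and piRNA pathway genes from their mean over all libraries, for CON and cKO; each point is 1 library, and the black mark and bar are the mean and SD of 4 libraries. For the oocyte genes the cKO libraries lie between 0.09 and 0.53 and the CON libraries between -0.47 and 0.06. For the piRNA pathway genes the genotypes overlap, with CON 1 (0.09) above cKO 4 (0.04).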

Some of the mRNA upregulated in cKO ovaries were oocyte-specific transcripts. 

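Genes of meiotic prophase pair chromosomes and hold them together, and those of the piRNA pathway silence transposons in germ cells. Of 35 meiotic prophase genes tested, 31 have a positive sign, 4 were higher and 0 lower in the libraries labelled cKO with edgeR (17 higher and 0 lower at an unadjusted p under 0.05; 10 higher adjusted over the list alone), and the median is 0.46. They include the cohesin *Smc1b* (0.71, SE 0.17, adjusted p = 0.0442) and the synaptonemal complex genes *Sycp2* (0.62, SE 0.15, 0.0432) and *Syce1* (0.70, SE 0.18, 0.0475). The mean deviation of the meiotic list was 0.41 in cKO 2 and 0.10 to 0.11 in the other cKO libraries. Of 21 piRNA pathway genes, 7 were higher (15 adjusted over the list alone), among them *Tdrd1* (0.75, SE 0.17, 0.0403) and *Mov10l1* (0.75, SE 0.17, 0.0373), and the median is 0.58. Camera adjusted p are 2.14e-06 and 5.73e-10 (adjusted p = 0.375 with an estimated correlation for both). The deviations of the piRNA list overlap, with 0.09 in CON 1 above 0.04 in cKO 4. Two-sided exact permutation p of the deviations are 0.0286 (adjusted 0.0921) for the meiotic and 0.0571 (adjusted 0.127) for the piRNA list. Fisher's exact test for enrichment among the higher genes gives adjusted p of 0.0213 and 1.38e-05. The meiotic enrichment is kept only when CON 1 is the library left out (otherwise 0.91 to 1), and the piRNA enrichment only without CON 1 or cKO 4 (otherwise 1). Leaving out CON 2 or CON 3 does not test either list, as edgeR then calls 0 genes. The meiotic enrichment also ends with library size only (0.265), without count filter (0.768) and with 1 surrogate variable (0.252), and both end with the length trend removed (1 and 0.542), without CON 1 and CON 3 (1 and 0.413) and without cKO 1 and cKO 2 (1 and 1). With the length trend removed the medians are 0.49 and 0.63 (camera adjusted p = 1.01e-07 and 1.26e-11), so the changes stay as large, while the number of called genes, among which enrichment is sought, falls to 108. Of the 24 transcripts in the paper's meiotic cell cycle term, 11 passed, and of the 8 in its piRNA term 4 did, all higher. Those were chosen on these libraries. *Smc1b*, *Tdrd1* and *Mov10l1* stay under 0.05 only without CON 1 or cKO 4 (otherwise 0.0598 to 0.129), and *Sycp2* and *Syce1* only without CON 1 (otherwise 0.0526 to 0.141).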

Among the primary pathways identified as increasing in cKO were those related to meiosis (Supplementary Fig. S1, Supplementary Table S3). Interestingly, among oocyte transcripts that were in greater abundance in cKO ovaries were *Gdf9*, *Kit*, *Figla*, and *Bmp15*. 

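*Bmp15*, a growth factor that oocytes send to granulosa cells, had 1.60 to 2.25 CPM in the libraries labelled CON and 2.56 to 5.26 CPM in those labelled cKO, a log2 fold change of 1.01 (SE 0.25, edgeR adjusted p = 0.0434). *Gdf9*, its close relative on chromosome 11 (53430774 to 53437904), had a mean of 54.2 CPM (SD 10.9) in CON and 89.3 CPM (SD 23.0) in cKO (0.72, SE 0.19), and missed the threshold. The receptor *Kit* (0.63, SE 0.16, 0.0507) and the transcription factor *Figla* (0.53, SE 0.19, 0.113), which switches on zona pellucida genes, did not pass either. All of these have DESeq2 fold changes of the same sign, and the adjusted p is 0.00247 for *Gdf9* and 0.00205 for *Kit* with that tool. In edgeR, leaving out CON 1 brings *Kit* to 0.0110 and *Figla* to 0.0290, and leaving out cKO 4 brings *Kit* to 0.0472. *Bmp15* has an adjusted p between 0.0551 and 0.131 without CON 2, CON 3, CON 4, cKO 1, cKO 2 or cKO 3.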

The former three were evaluated by qPCR and both *Kit* and *Figla* were more abundant in cKO ovaries than in control (Supplementary Fig. S1).

### NR5A2 depletion affects quiescence gene expression in primordial follicles

In the cKO relative to the CON ovary, we observed a greater expression of PTEN, which is known to be a principal factor constraining primordial follicle activation^33^ (Fig. 5a,b). As PTEN is a tumor suppressor, we hypothesized that Nr5a2 depletion would further be manifest in the expression of genes associated with proliferative quiescence. This proved true, as transcriptome analysis revealed modification in a number of these genes (Fig. 5c). 

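Genes tied to quiescence or to the cell cycle passed in some lists and not in others. Of the 9 tested quiescence transcripts of Fig. 5c, all have a positive sign and 1 passed, *Smad3* (8 adjusted over the list alone). Of its 4 proliferation transcripts, the p53 inhibitor *Mdm4* rose by 0.60 on the log2 scale (SE 0.08, edgeR adjusted p = 0.0119), cyclin E2 (*Ccne2*) had -0.60 (SE 0.11, 0.0188), *Myc* also passed, and *Ccna1* did not (-1.07, SE 0.31, 0.0631). Adjusted over the list alone, 1 was higher and 3 lower. The paper chose both lists on these samples, so these counts are not independent evidence. Of 5 cyclins of the D and E types, which drive entry into S phase, 2 were lower (2 adjusted over the list alone), *Ccne2* and *Ccnd1* (-0.38, SE 0.07, 0.0245), and the median is -0.23 (camera adjusted p = 0.00534; adjusted p = 0.375 with an estimated correlation). Of 8 cyclin-dependent kinase inhibitors none passed with edgeR (2 higher and 2 lower at an unadjusted p under 0.05, and the same numbers adjusted over the list alone), and *Cdkn1a* had 0.06 (SE 0.08, 0.674). *Ccne2* exceeds 0.05 without CON 2 (0.0657), CON 3 (0.0662), CON 4 (0.0546) or cKO 2 (0.0516), and *Ccnd1* without these or cKO 3 (0.0513 to 0.0893).

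The immediate-early genes among the quiescence markers differed between the cKO libraries by more than between genotypes. *Egr1* had 551, 185, 69.7 and 70.3 CPM in cKO 1 to cKO 4 and 37.5 to 45.4 CPM in CON (2.34, SE 0.71, 0.0827), and *Junb* had 112 and 29.9 CPM in cKO 1 and cKO 2 but 8.73 and 8.57 CPM in cKO 3 and cKO 4, below the 11.4 to 13.3 CPM of CON (1.71, SE 0.84, 0.227). The chemokine *Cxcl10* (2.36, SE 0.79, 0.0931) and the stem cell factor *Lin28a* (0.65, SE 0.27, 0.153) did not pass. *Cxcl1* was below the count filter, at 5.63 CPM in cKO 1 and at most 0.935 CPM elsewhere. Of 31 immediate-early genes, 22 were highest in cKO 1. Only *Ier5* passed, lower in cKO (-0.22, SE 0.05, 0.0432), and 0 passed adjusted over the list alone. *Ier5* stays under 0.05 only without CON 1 (otherwise 0.0515 to 0.136). Their median of 0.31 (camera adjusted p = 0.0479; adjusted p = 0.678 with an estimated correlation) does not pass without CON 1 (0.177), CON 2 (0.061) or cKO 1 (0.446), without CON 1 and CON 3 (0.139) or cKO 1 and cKO 2 (0.792), or with library size only (0.0912), 10 counts in all libraries (0.0553), limma-voom (0.120), its quality weights (0.633) or 1 surrogate variable (0.100).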

Subsequent validation by qPCR confirmed the mRNA abundance of these genes was elevated in the PND4 ovaries from cKO animals (Table 1; Fig. 5d–g). These included *Cxcl1* and *Cxcl10*, two chemokine ligands, as well as *Junb*, *Egr1,* and *Lin28a*. All of these transcripts have been reported as markers of quiescence^34–38^. Moreover, the key inhibitors of follicular emergence from a quiescent state *Smad 2* and *Smad3*^39,40^ were upregulated in NR5A2 cKO ovaries (Fig. 5f). 

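*Smad3* and *Smad2* carry TGF-beta and activin signals to the nucleus. *Smad3* had a mean of 209 CPM (SD 20.4) in the libraries labelled CON and 280 CPM (SD 37.9) in those labelled cKO, with no overlap. *Smad2* had a log2 fold change of 0.10 (SE 0.04) and did not pass (edgeR adjusted p = 0.160). Of 29 tested genes of SMADs and the TGF-beta family, 3 were higher at an adjusted p under 0.05, among them *Smad3* and *Bmp15*, and 4 adjusted over the list alone. The median of the list is 0.09 (camera adjusted p = 0.0822; adjusted p = 0.375 with an estimated correlation). Without cKO 2 the preset correlation gives 0.0321, without count filter 0.0424, with DESeq2 0.0388, and without cKO 1 and cKO 2 0.0152. *Smad3* has an adjusted p of 0.0691 to 0.126 without CON 2, CON 3, CON 4, cKO 2 or cKO 3.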

To assess the downstream effect of this maintenance of quiescence, the cyclin-dependent kinase inhibitor, *Cdkn1a* was evaluated by qPCR. This transcript was substantially elevated in the cKO PND4 ovary (Fig. 5g). Together the evidence supports the view that NR5A2 influences the activation of primordial follicles, both by inducing a partial epithelial-to-mesenchymal transition and by regulating a decrease in quiescence regulators and an increase in regulators of cellular proliferation.

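Genes of the PI3K, FOXO3 and mTOR pathway, which wakes primordial follicles, were measured in the same libraries. Of 21 tested, *Rps6* was lower (log2 fold change -0.37, SE 0.05, edgeR adjusted p = 0.0119), like 71 of all 89 ribosomal protein genes tested, and 0 were higher (7 higher and 2 lower at an unadjusted p under 0.05; 4 higher and 2 lower adjusted over the list alone). *Foxo3*, which holds follicles dormant, had 0.32 (SE 0.09, 0.0627). Of 32 granulosa cell genes, *Nr5a2*, *Nr5a1* and the estrogen receptor *Esr2* (0.72, SE 0.16, 0.0338) were higher, and 5 were higher and 1 lower adjusted over the list alone. The median of that list is 0.20 (camera adjusted p = 4.08e-05; adjusted p = 0.375 with an estimated correlation), and 27 of its genes have a positive sign. The list is enriched among the higher genes (Fisher's exact test, adjusted p = 0.0206), but not without CON 2, CON 3, CON 4, cKO 2 or cKO 3 (0.475 to 1), without CON 1 and CON 3 (0.0542) or cKO 1 and cKO 2 (0.857), with upper quartile scaling (0.138) or with 1 surrogate variable (0.252). Leaving out CON 2 or CON 3 cannot test it, as edgeR then calls 0 genes. The enrichment rests on 3 called genes, *Nr5a2*, *Nr5a1* and *Esr2*, of which *Nr5a2* is the targeted gene itself. Of 34 genes of S phase and mitosis, 3 were lower (7 adjusted over the list alone), thymidylate synthase *Tyms* (-0.28, SE 0.05, 0.0156), *Ccne2* and the ribonucleotide reductase subunit *Rrm2* (-0.33, SE 0.07, 0.0369). The median is -0.13 (camera adjusted p = 0.000345; adjusted p = 0.478 with an estimated correlation). *Esr2* and *Rrm2* exceed 0.05 without CON 2, CON 3, CON 4, cKO 2 or cKO 3 (0.0647 to 0.120), *Tyms* without CON 2, CON 3 or CON 4 (0.0516 to 0.0739), and *Rps6* without CON 2 (0.0575) or CON 3 (0.0613). From the mesenchymal and quiescence markers in RNAseq and qPCR, among other evidence, the paper takes the view that NR5A2 influences activation of primordial follicles.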

**Figure 5:**
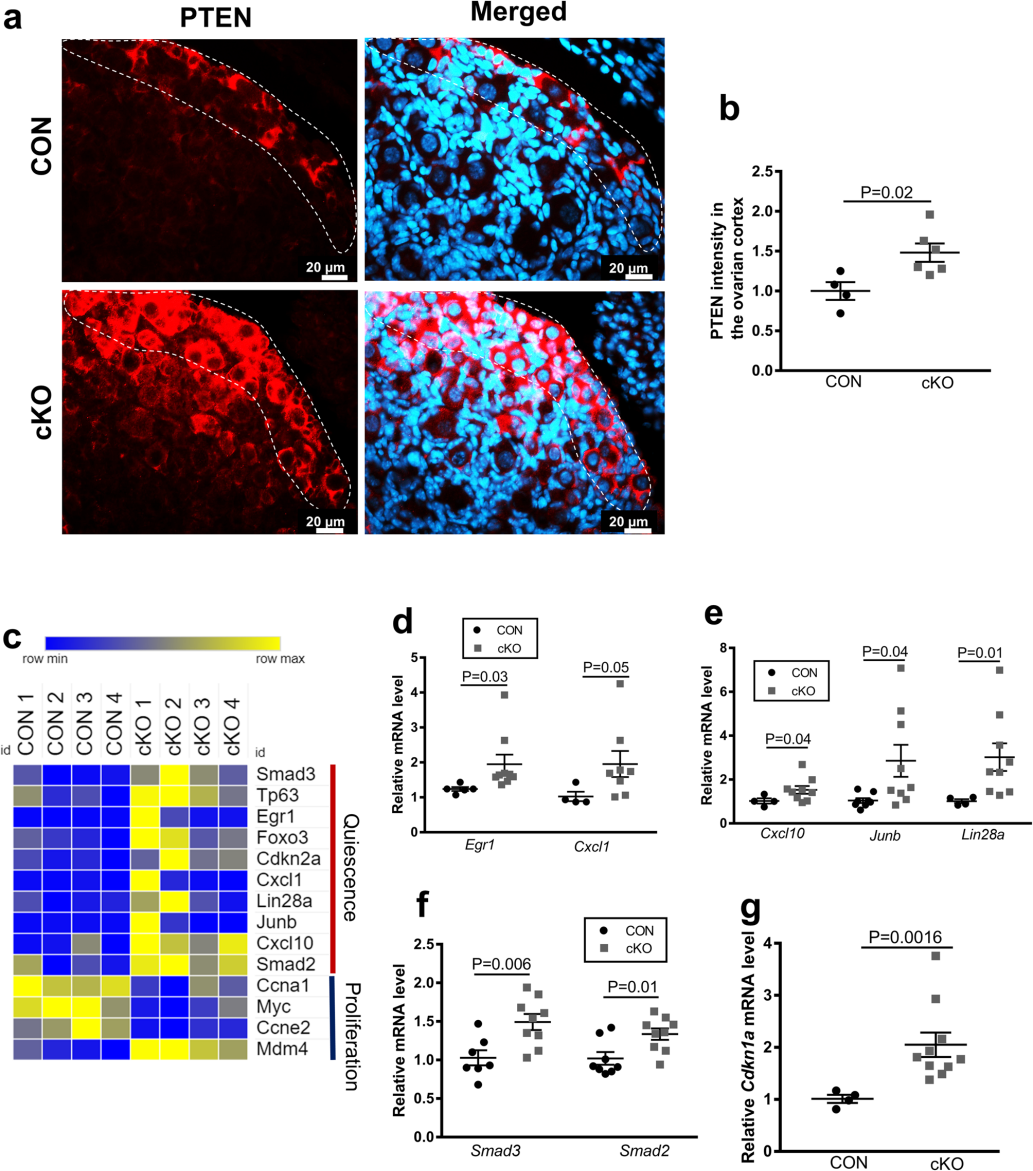
NR5A2 depletion affects follicle activation-related and quiescence pathways. (**a**) Immunolocalization of PTEN in CON and cKO mice ovaries at PND4. DAPI staining in right panel. (**b**) Quantitative analysis of PTEN expression between CON and cKO PND4 mice ovarian cortices (n = 4–6 animals per genotype). Quantification or protein expression was performed using CellProfiler version 4.06, www.cellprofiler.org. (**c**) Heatmap of all differentially abundant transcripts related to quiescence and proliferation (manually selected). Blue represents a decrease, while yellow represents an increase. (**d**) Abundance of quiescence markers that changed by RNAseq (Padj < 0.05), as measured by qPCR. Markers include *Cxcl1* and *Egr1* transcripts in CON and cKO mice ovaries at PND4 (n = 5–10 animals per genotype). (**e**) Abundance of quiescence markers that tended to change by RNAseq (*p* < 0.05), as measured by qPCR. Markers include *Cxcl10*, *Junb*, and *Lin28a* transcripts in CON and cKO mice ovaries at PND4 (n = 5–10 animals per genotype). (**f**) Abundance of *Smad3* and *Smad2*, regulators of primordial follicle quiescence, as measured by qPCR (n = 5–10 animals per genotype). *Smad3* changed by RNAseq (Padj < 0.05), while *Smad2* tended to change (*p* < 0.05). (**g**) Abundance of downstream marker of activation of quiescence pathways *Cdkn1a*, as measured by qPCR.

## Discussion

In the mammalian ovary, the progressive activation of the follicular reserve serves as the source of fertilizable ova during reproductive life. While progress has been made in recognition of the events in primordial follicle formation^41^, factors regulating their activation under physiological conditions remain less well understood. NR5A2, an orphan nuclear receptor, is well known to play essential roles in the ovary in: expansion of the cumulus oophorus^22^, ovulation^23^, granulosa cell proliferation^18^ and luteinization^24^. In the present study we show that NR5A2 is expressed in granulosa cells as early as the primordial follicle stage of follicle development. Based on this observation, we investigated the role of NR5A2 in early folliculogenesis in mouse ovaries between PND3 and PND6, i.e. during the window of time of termination of the formation of the primordial follicle pool^42^. Herein, we present evidence to indicate that there are two populations of primordial follicles in the mouse ovary, one quiescent where NR5A2 is absent, and a second, with NR5A2 expressed that is poised to activate and join the growing pool. Once follicles become activated, granulosa-specific expression of NR5A2 persists through follicular growth and ovulation.

In aid of confirming the follicle population in which NR5A2 is depleted, we demonstrated, by immunofluorescence and RNA in situ hybridization, that AMHR2 is expressed in all primordial follicles. This concurs with earlier studies showing AMHR2 in granulosa cells in the mouse ovarian reserve^43^. Indeed, it has been reported that the *Amhr2-*Cre allele is expressed even earlier in the mouse female gonad, i.e. by embryonic day E11.5–12.5^44,45^. The *Amhr2*-driven Cre recombinase has been employed in a prenatal knock-out mouse model to deplete NOTCH2 from germ cell nests^46,47^, and we had previously shown effective recombination and depletion in the ovary^23^. Therefore, we chose this model to explore the effects of NR5A2 on the early follicle population (*Nr5a2f.*^*/f*^; *Amhr2*^Cre+^). Herein we have demonstrated substantial and consistent (80–90%) depletion of *Nr5a2* in the PND4 mouse ovary.

In the cKO animals we observed a significantly smaller population of activated primary follicles at PND4, as indicated by the absence of expression of proliferation markers in the somatic cell component of the follicles. We hypothesized that the consequent increase in the number of primordial follicles observed in NR5A2 cKO mice ovaries results from a decreased rate of recruitment from a constant follicular pool. In support of this hypothesis, we showed that PND4 ovaries in organ culture displayed a larger population of primordial follicles and a reduced number of primary follicles.

PTEN is a well-established regulator of primordial follicle recruitment (reviewed in^48^). Not unexpectedly, this protein was substantially upregulated in the cKO follicle population at PND4. This finding is consistent with the role of PTEN and its downstream target FOXO3, the transcript of which was also upregulated in the cKO ovary, as the principal inhibitors of primordial follicle activation. Indeed, deletion of PTEN from oocytes of primordial follicles resulted in premature activation of the entire primordial follicle pool^49^. Similarly, studies have shown that *Foxo3* negative ovaries were enlarged by PND14 with greater numbers of early-growing follicles, and the primordial follicle reserve was totally depleted by that time^50,51^. Thus, one consequence of depletion of NR5A2 in primordial follicles is disruption of regulation of follicle activation normally exercised by the selective depletion of PTEN.

Molecular analysis has shown that in ovarian somatic cells, the transcription factor FOXL2 plays an important role in controlling both the formation and activation of primordial follicles. It dictates the differentiation of pre-granulosa into granulosa cells during primordial follicle recruitment^26,52^. In the present study, we show substantially reduced FOXL2 transcript and protein abundance in the NR5A2 cKO mouse, associated with the increased number of primordial follicles. This finding is consistent with the results of the germline depleting mutation of the *Foxl2* gene where the abrogation of the squamous to cuboidal transition of the primordial follicle granulosa cells following follicular activation was observed^26^. Further, our ChIPseq data in ovulatory adult mouse granulosa cells demonstrate peaks of NR5A2 binding associated with the *Foxl2* gene^53^. Although FOXL2 is expressed early in ovarian prenatal development^26^, the present findings indicate that it is likely downstream of NR5A2 in follicular activation in the postnatal primordial follicle.

To further identify NR5A2-regulated factors that may contribute to the transition from primordial to primary follicles, a comparison was made of our RNA sequencing results with a study of these two developmental strata from human ovarian tissue, in which granulosa cell-specific transcripts were identified and analyzed^54^. Fourteen transcripts that were greater in or unique to primordial follicles in that study^54^ were found to vary between the NR5A2 cKO and CON ovary in the present study. Among these, eleven were in greater abundance in cKO than CON (Supplementary Fig. S2). 

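Of the 14 transcripts of Supplementary Fig. S2a, 13 had enough counts to be tested, and 11 of these have a positive sign. At an edgeR adjusted p under 0.05, 5 were higher in the libraries labelled cKO: the Wnt repressor *Tle2*, the coiled-coil gene *Ccdc73* (log2 fold change 0.76, SE 0.19, adjusted p = 0.0425), the GABA receptor subunit *Gabre* (0.86, SE 0.21, 0.0436), the vesicle regulator *Stxbp5l* (0.83, SE 0.21, 0.0475) and the zinc transporter *Slc30a3* (0.70, SE 0.18, 0.0488). The guidance factor *Ntn1* was lower (-0.67, SE 0.15, 0.0403). Adjusted over the list alone, 11 were higher and 2 lower, which is not independent evidence, since the paper selected these transcripts on the same libraries. The lipid flippase *Atp8a2* (0.60, SE 0.18, 0.0649), the phospholipase *Pla2g4c* (0.64, SE 0.18, 0.0632) and the sterol-binding *Osbp2* (0.59, SE 0.19, 0.0813) did not pass. Of the 3 transcripts of Supplementary Fig. S2b, the proteoglycan *Srgn* (-1.03, SE 0.16, 0.0126) and the G-protein subunit *Gnal* (-0.93, SE 0.20, 0.0303) were lower. The other has a positive sign and did not pass. Adjusted over these alone, 1 was higher and 2 were lower. For *Ccdc73* and *Gabre* the adjusted p is above 0.05 without any 1 of 6 libraries (0.0558 to 0.131 and 0.0591 to 0.132), all but CON 1 and cKO 4 for the former and all but CON 1 and cKO 1 for the latter. For *Stxbp5l* and *Slc30a3* this holds for 7 libraries (0.0618 to 0.141, all but CON 1) and 6 libraries (0.0827 to 0.144, all but CON 1 and cKO 4). For *Ntn1* and *Gnal* the 5 libraries are CON 2, CON 3, CON 4, cKO 2 and cKO 3 (0.0609 to 0.118), and for *Srgn* they are CON 2 (0.0575) and CON 3 (0.0615).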

Several were regulators of ion transport or ion balance, including *Atp8a2*, *Gabre*, and *Slc30a3*, while several others were regulators of lipid binding or metabolism, including *Pla2g4c*, *Osbp2*, and *Atp8a2*. Wnt signaling is a positive regulator of both granulosa cell proliferation^55^ and epithelial-to-mesenchymal transition (reviewed in^56^). 

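*Tle2*, a corepressor that binds TCF factors at Wnt target genes, had 29.7 to 36.1 CPM in the libraries labelled CON and 46.0 to 79.4 CPM in those labelled cKO (log2 fold change 0.85, SE 0.16, edgeR adjusted p = 0.0271). Its relative *Tle4* rose by 0.45 (SE 0.09, 0.0288). Of 31 tested Wnt signaling genes, 2 were higher and 4 lower, and 3 and 6 adjusted over the list alone. The lower ones are the antagonists *Dkk2* (-0.71, SE 0.12, 0.0167), *Apcdd1* (-1.10, SE 0.22, 0.0323) and *Frzb* (-0.81, SE 0.21, 0.0468), and the ligand *Wnt5a* (-0.38, SE 0.09, 0.0345). Because members moved both ways, the median of the list is -0.03 (camera adjusted p = 0.456). *Tle2* has an adjusted p of 0.0583 to 0.0988 without CON 2, CON 3, CON 4 or cKO 3, and *Dkk2* one of 0.0516 to 0.0664 without CON 2, CON 3 or CON 4. *Apcdd1*, *Wnt5a* and *Frzb* stay under 0.05 only without CON 1 or cKO 4 (otherwise 0.0514 to 0.138), and *Tle4* only without CON 1, cKO 1 or cKO 4 (otherwise 0.056 to 0.104). The enrichment of the list among the lower genes is lost without CON 2, CON 3, CON 4, cKO 1, cKO 2 or cKO 3 (adjusted p from 0.267 to 1), without CON 1 and CON 3 (0.159) or cKO 1 and cKO 2 (1), without count filter (0.300) and with 1 surrogate variable (0.244). Its loss without CON 2 or CON 3 says nothing about Wnt genes, as edgeR then calls 0 genes.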

The suppressor of Wnt signaling, *Tle2*^57^ was more abundant in primordial follicles and in cKO ovaries. Functional annotations of all mRNA that were common to the present dataset and the study of Ernst et al.^54^ are in Supplementary Table S4.

A potentially counterintuitive finding in the RNA sequencing study was the observation that a number of meiosis-related, oocyte-specific transcripts were upregulated in cKO ovaries. It is unlikely that oocytes were meiotically active on PND4; thus, it is more likely that these differences reflect the abundance of oocytes rather than a difference in meiotic activity. Among oocyte-specific transcripts that were upregulated were well-established oocyte activation signals, including *Gdf9*, *Kit*, and *Figla*. This indicates that the ability of the oocyte to provide a signal for activation remains, or is perhaps increased in the absence of NR5A2, despite an impaired ability of granulosa cells to respond to the signal.

NR5A2 depletion has been shown to decrease granulosa cell proliferation by downregulating genes such as cyclins D and E, whose expression has been demonstrated to be depleted in quiescent cells^18,37^. Additional support for a reduced rate of activation of primordial follicles comes from evaluation of quiescence markers. For example, the abundance of the transcript for *Cdkn1a*, the cyclin dependent kinase inhibitor, is increased in PND4 cKO mice in the present study, consistent with its regulation by NR5A2 in breast cancer cells^58^. This protein is known to induce and maintain cell cycle arrest under conditions such a senescence or quiescence^59,60^. Further, it is a direct transcriptional target of NR5A2 in other tissues^18^. The chemokine ligands CXCL1, CXCL10 as well as EGR1, JUNB and LIN28A are associated with mitotic quiescence^34–37^. All five of these factors were significantly upregulated at the mRNA level in NR5A2 cKO ovaries at PND4. SMAD2 and 3 are key signal transducers in the TGF-beta signaling pathway. Their expression is associated with follicular quiescence while their loss was associated with activation^40^. SMAD3 directly maintains quiescence of granulosa cells by suppressing expression of the proto-oncogene MYC^39,61^. Both *Smad2* and *Smad3* were greater in cKO than CON ovaries, while *Myc* declined. Together, the gene expression patterns support the hypothesis that NR5A2 depletion from primordial follicles diminishes the rate of recruitment of primordial follicles into the growing follicle pool.

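*Myc*, a driver of cell growth and division, had a mean of 42.7 CPM (SD 4.30) in the libraries labelled CON and 28.1 CPM (SD 4.99) in those labelled cKO, and its 4 cKO values all lie below its 4 CON values. The log2 fold change was -0.61 (SE 0.12, edgeR adjusted p = 0.0277). The adjusted p is 0.0957 without CON 2, 0.101 without CON 3, 0.0503 without CON 4, 0.0625 without cKO 2 and 0.0609 without cKO 3.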

A key finding in the present study is that the presence or absence of NR5A2, defines two subsets of follicles in the primordial follicle population. We explored these two subpopulations, those in which NR5A2 was expressed in the pre-granulosa cells and those where it was not present. Neither expressed the mitotic marker KI-67, confirming their quiescence. The concept of more than one subset of primordial follicles is not new, as previous studies of the developmental chronology of follicle development identified two distinct populations of primordial follicles^47,62^ and lineage tracing has defined an initial small wave of follicles that populates the medulla of the ovaries^27^. These arise from bipotential cells in the stroma of the ovary, and begin to express Foxl2 in late embryonic life. The second population is of surface epithelial provenance and in these cells, robust Foxl2 expression only begins after birth. The follicle of the first wave exists in the ovaries for around three months and contribute to the onset of puberty. The second wave of primordial follicles, from the ovarian surface, replaces the first wave of follicles, providing fertility until the end of reproductive life. In the present study, the ovaries of CON mice collected at PND4 and cultured for ten days showed extensive activation of the medullary follicle population, and this activation was nearly absent in the cKO mice. Thus, the differential expression of NR5A2 in primordial follicles may be related in part to their location in the postnatal ovary, which appears to be a consequence of the respective provenance of the follicles^27^. Nonetheless, our in situ analyses also identified populations of primordial follicles in the cortex of more mature ovaries that either express or are devoid of NR5A2. Given the multiple roles of NR5A2, including induction of cell proliferation, we speculate that the follicles in which NR5A2 is absent are quiescent, while those expressing NR5A2 are in line for activation.

Finally, primordial follicle activation is characterized by a partial transition of granulosa cells from epithelial to mesenchymal state^63^. Studies show that NR5A2 promotes migration and invasion in breast cancer through up-regulating MMP9 and inactivating E-cadherin^30,58^. Together these findings suggest that NR5A2 is involved in epithelial mesenchymal transition^64^. Here we showed that the depletion of NR5A2 decreases pathways related to migration, increases the quantity of transcript of epithelial markers, *Cdh1* and *Gja1*, and decreases mesenchymal state related genes, *Snail1* and *Mmp9*. These findings provide another mechanism by which NR5A2 may regulate primordial follicle activation.

The downregulation of transcripts associated with migration in cKO ovaries was not limited to markers of epithelial to mesenchymal transition. As discussed previously, there is evidence for localization of growing follicles to the ovarian medulla, with primordial follicles remaining in the more rigid cortex. This process is not fully understood, but seems to be regulated in part by reorganization of the extracellular matrix^65^. In particular, actin polymerization, via the HIPPO pathway^66^, is a regulator of follicular activation. In the present study, *Coro1a* and *Synpo2*, both accessory to actin reorganization, were in reduced abundance in NR5A2-depleted ovaries.

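*Coro1a*, an actin regulator of leukocytes, had 15.4 to 30.1 CPM in the libraries labelled CON and 11.7 to 16.3 CPM in those labelled cKO, a log2 fold change of -0.62 (SE 0.20), and did not pass with edgeR (adjusted p = 0.0835). *Synpo2*, an actin-bundling protein of muscle cells, had 73.0 to 126 CPM in CON and 26.0 to 65.1 CPM in cKO with no overlap (-1.13, SE 0.30), and missed the threshold (0.0598, and 0.0371 without cKO 4). Of 16 tested smooth muscle genes, 15 have a negative sign and the median is -0.73 (camera adjusted p = 7.95e-07; adjusted p = 0.409 with an estimated correlation). Of these, 1 passed, *Pcp4*, and 5 were lower adjusted over the list alone. The mean deviation of the list was -1.05 in cKO 1 and -0.86 in cKO 2, -0.11 in cKO 3 and 0.27 in cKO 4, against 0.15 to 0.63 in CON (two-sided exact permutation p = 0.0571, adjusted 0.127). None of 20 tested genes of the Hippo pathway and its targets passed with edgeR (1 was lower at an unadjusted p under 0.05, and 0 passed adjusted over the list alone), with a median of 0.02 (camera adjusted p = 0.833). The adjusted p of *Pcp4* is 0.0575 without CON 2 and 0.0650 without CON 3.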

The alterations in transcripts related to migration could also be indicative of changes in vascularization regulated by NR5A2 as regulators of vascular development, including *Mmp9*, *Fgfbp1*, and *Angptl7* were less in NR5A2 cKO ovaries. These results are consistent with some recent evidence of a role for vasculature in follicular activation^61^.

As noted above, the consequence of this NR5A2 depletion was a significantly greater number of primordial follicles in PND4 cKO mice, an increase that persists at least until PND13, when the follicle population is composed of primordial, primary and secondary but no antral follicles^28^. The disappearance of the increased population of primordial follicles in the cKO mice in adulthood may be related to the existence of census mechanism in the ovary by which an excess number of primordial follicles around birth is detected and removed from the ovary by adulthood. This concept is consistent with the resultant phenotype of BCL2 cKO mice where depletion was effected by the cKIT promoter^67^. These mice have more primordial follicles at birth but this increase is not maintained in postnatal life, and by postnatal day 30–60 there is no longer a difference^67^. Herein we show a substantial increase in the number of atretic follicles, frequently recognized by fragments of zonae pellucidae^50^. It is therefore possible that long-term blockade of primordial follicle growth in the cKO ovary results in clearance of the non-growing follicles and depletion of the primordial follicle pool by early adulthood, as has been shown by abrogating AKT activation pathway through conditional deletion of PDK1 in the oocytes^13^.

In our transgenic mouse model, NR5A2 is depleted by as much as 90%. Its residual expression and a potential compensation from the other member of the NR5A nuclear receptor family, NR5A1, also expressed in granulosa cells^68^ could explain the absence of phenotype in post-pubertal animals relative to the number of primordial follicles. As mature NR5A2 cKO mice present growing follicles and no sign of primary ovarian insufficiency, it may be that the excess number of primordial follicles is limited to a certain window of the developmental trajectory.

In summary, we have demonstrated that depletion of NR5A2 from primordial follicles results in a larger ovarian reserve. We report a decreased rate of recruitment into the growing follicle pool, related to an increase of quiescence and a dysregulation of epithelial to mesenchymal transition (summarized in Fig. 6). We have further shown that NR5A2 is differentially expressed in populations of primordial follicles, and we conclude that this orphan nuclear receptor is an elemental generator of primordial follicle activation.

**Figure 6:**
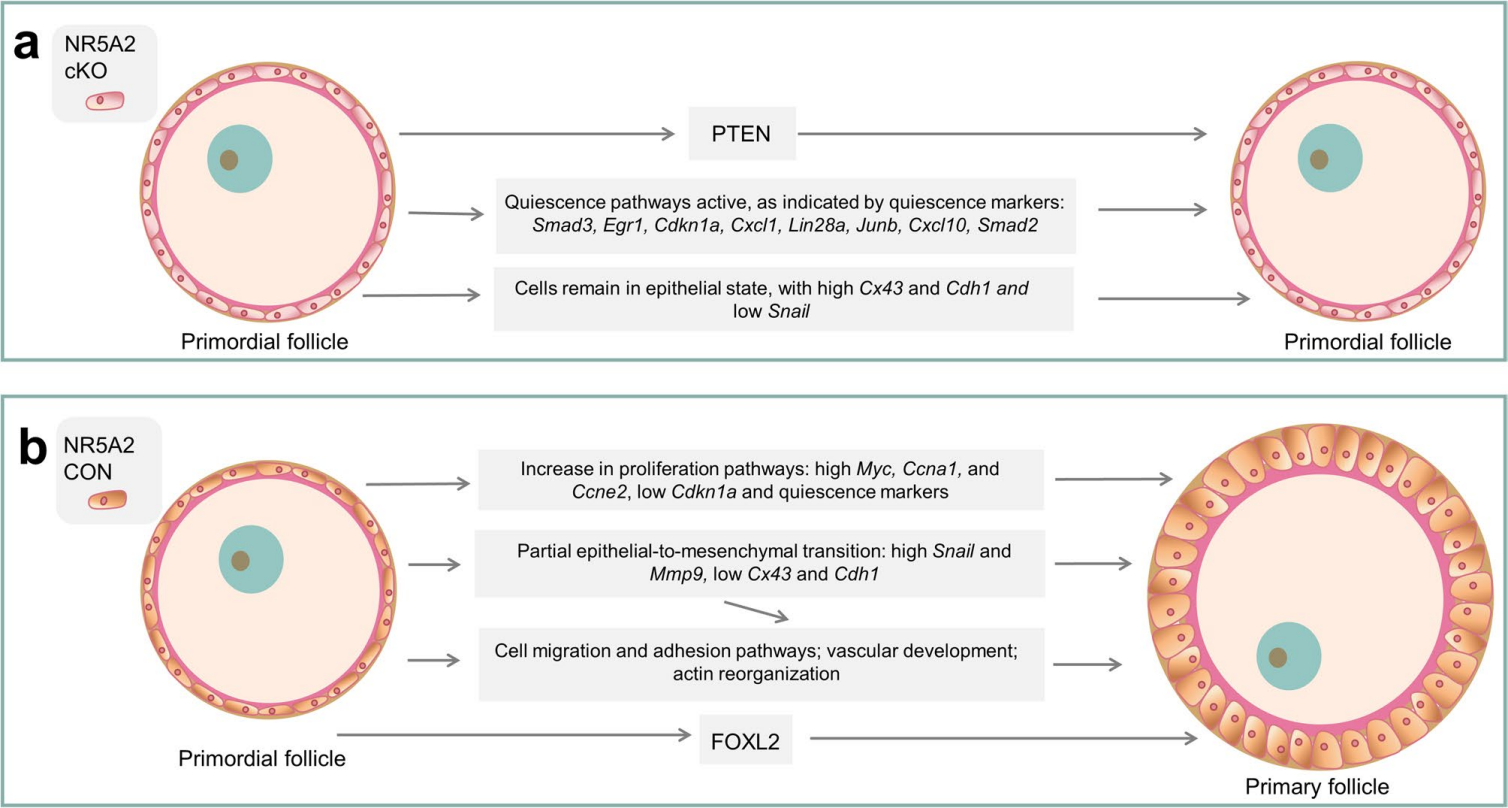
Mechanisms by which NR5A2 regulates follicular activation. (**a**) Mechanisms supporting the suppression of primordial follicle activation in follicles lacking NR5A2. (**b**) Mechanisms leading to activation of primordial follicles that express NR5A2.

## Materials and methods

### Animals and colony maintenance

Animal experiments were approved by the University of Montreal Animal Care Committee and were conducted according to the guidelines of the Canadian Council on Animal Care. All mutant and control (CON) mice were maintained on the C57BL/6 background, under a 14-h light, 10-h dark cycle and provided food and water ad libitum. The *Nr5a2* floxed (*Nr5a2*^*fl/fl*^) mice have been described previously^21,23,69^. The LoxP sites in this line result in excision of exons 4 and 5 from the NR5A2 transcript^69^. Granulosa-specific depletion of NR5A2 was induced by crossing these animals with mice expressing Cre-recombinase driven by the anti-Mullerian type II receptor (*Amhr2*^*Cre/*+^)^21,23^ to produce conditional knockout (cKO) mice (genotype *Nr5a2*^*fl/fl*^; *Amhr2*^*Cre/*+^). Following DNA extraction from tails, littermates were genotyped. The genotyping primers bind to regions that are separated by one LoxP site in the region of intronic DNA between exons 3 and 4 of the *Nr5a2* gene. Therefore, the genotyping PCR resulted in a single, larger PCR product in mice homozygous for the LoxP site, a single, smaller PCR product in wildtype mice, and two products in mice heterozygous for the LoxP site. Control mice (CON) mice in these trials were nonmutant, *Nr5a2*^*fl/fl*^; *Amhr2*^*Cre/−*^ females^70^.

### Histology and follicle counting

Ovaries from postnatal day 4 (PND4), PND13 and mature (five-month old) animals were serially sectioned at 5 µM and stained with hematoxylin and eosin. For follicle counting, 3–9 ovaries were assessed per genotype and follicles were classified according to the following criteria: primordial follicles displayed a single layer of squamous pre-granulosa cells around the oocyte, primary follicles were defined as those with one layer of cuboidal granulosa cells, secondary follicles were those with more than one layer of cuboidal granulosa cells surrounding the oocyte, and antral follicles were the tertiary follicles presenting an antrum. Follicles with multiple layers of disorganized granulosa cells, non-homogeneous theca layer, damaged oocytes or fragments of zonae pellucidae^50^ were classified as atretic. For follicle enumeration in ovaries from PND4, PND13, and 5-month-old mice, multiple slides were counted for each ovary and data were expressed as an average number of unique follicles/slide. For cultured PND4 ovaries, only 1–2 slides/ovary were counted. Therefore, to normalize for differing section sizes, data were expressed as ratio of primordial to primary follicles and as percent of total follicles in the medulla. The Grubbs Outlier Test was performed and a single outlier was removed.

### RNA extraction and real-time PCR

RNA was extracted from postnatal day 4 (PND4) ovaries with PureLink RNA Mini-Extraction kit according to the manufacturer's instructions (Invitrogen, Waltham, MA). Reverse transcription was achieved using the SuperScript III reverse transcriptase (Invitrogen). Real-time quantitative polymerase chain reaction (qPCR) was performed using SsoAdvanced Universal SYBR Green Supermix (Bio-Rad Laboratories, Hercules, CA) with the CFX 96 Real-Time System, C1000 Touch Thermal Cycler (Bio-Rad Laboratories). The transcripts were amplified following the same cycling program: 30 s at 95 °C and then 40 cycles of 15 s at 95 °C and 30 s at 60 °C, followed by 5-s step of a 0.5 °C increase between 65 and 95 °C. Primers employed can be found in Supplementary Table S5. For *Nr5a2*, primers were designed within the floxed portion of the sequence for the *Nr5a2* transcript, with the forward primer in exon 3 and the reverse primer in exon 5.

### RNA in situ hybridization (RNAScope)

Tissue processing and embedding were performed using standard techniques. Tissues were fixed in 10% formalin overnight, paraffin embedded and cut into 5 μm sections. RNA in situ hybridization was performed with RNAscope 2.5 HD Detection Kit (RED) (Advanced Cell Diagnostics, Newark, CA) following manufacturer’s instructions and, as previously described^71^. The tissue sections were hybridized with probes spanning mouse *Amhr2* and human and mouse *Nr5a2* mRNA (Advanced Cell Diagnostics) in the HybEZ hybridization oven (Advanced Cell Diagnostics) for 2 h at 40 °C, following a series of pretreatment steps. The mouse Amhr2 probe (Advanced Cell Diagnostics catalog number 489821) targets nucleotides 914–1809. The human *Nr5a2* probe (catalog number 490261) targets nucleotides 773–1786 of the human sequence. The slides were then processed for standard signal amplification steps per manufacturer’s instructions. Red chromogen development was performed following the RNAscope 2.5 HD detection protocol. The slides were then counterstained in 50% hematoxylin for 2 min, air-dried and cover slipped with EcoMount (Biocare Medical, Pacheco, CA).

### Transcriptome sequencing and analysis

Ovaries from postnatal day 4 (PND4; n = 4 per time point) were collected and RNA purified as above. Quality of RNA was assessed using an Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA) and only samples of high quality were used. The library preparation was performed with a New England Biolabs mRNA stranded library preparation kit (Rowley, MA) and library QC followed. Pair-ended sequencing was performed at Génome Québec (Montreal, QC), according to their standard procedures with an Illumina HiSeq4000, generating 20,000,000 reads per sample of 100 base pairs per read. Reads with a quality score less than 20 were removed and alignment was performed using the STAR open source alignment tool^72^. The reference genome employed was the Genome Reference Consortium *Mus musculus* GRCm38 (mm10). To evaluate RNA abundance at the gene level, reads mapped to each gene were quantified using featureCounts. Normalization and analysis of differential abundance were performed using the package DEseq2 in R, with a Benjamini Hochberg False Discovery Rate (FDR) correction (FDR = 5%). Individual mRNA were considered significantly differentially abundant at Padj < 0.05 and fold change of at least 1.5 up or down (equivalent to log2 fold change of |0.585|). Pathway analysis was performed using Metascape^73^. For integration of these data with the dataset of Ernst et al., (2018), the data of Ernst et al., were accessed directly as reported and Microsoft Excel was used to find commonalities between the datasets. DAVID^74,75^ was used for functional annotation. Heatmaps were drawn in the program Morpheus, which is freely available online at https://software.broadinstitute.org/morpheus/.

### Fluorescent immunocytochemistry

Slides of formalin or paraformaldehyde-fixed paraffin-embedded PND4 ovaries from control and cKO mice were rehydrated as previously described^21^ and blocked 1 h with 5% bovine serum albumin in phosphate buffered saline with 0.1% Tween-20 (PBST). Slides treated for NR5A2 immunofluorescence were blocked for a further hour with mouse-on-mouse (MOM) blocking reagent (Vector Labs, Burlingame, CA). Slides were then incubated overnight at 4 °C with antibodies against FOXL2 (1:8000 in BSA5%/PBST 0.1%; a generous gift from Dr. D. Bernard), NR5A2 (1:200 in MOM kit dilution reagent, Vector Labs), AMHR2 (1:200 in BSA5%/PBST 0.1%, R&D Systems, Minneapolis, MN), PTEN (1:200 in BSA 5%/PBST 0.1%, Cell Signaling Technology), DDX4 (1:200 in BSA 5%/PBST 0.1%, Invitrogen) or KI-67 (1:200 in BSA5%/PBST 0.1%, Abcam, Cambridge, UK). For double staining with NR5A2 and KI-67, both antibodies where diluted in M.O.M. kit dilution reagent. CY3 conjugated anti-mouse (Jackson ImmunoResearch Laboratories, West Grove, PA) diluted 1:400 in BSA 5%/PBST 0.1% was used for NR5A2 and AMHR2 immunofluorescence. CY3 conjugated goat anti-rabbit IgG (Jackson ImmunoResearch Laboratories) was used as second antibody for PTEN, FOXL2, cleaved caspase 3 and KI-67 immunolocalization, at the same concentration. Finally, slides were counterstained with DAPI, 1:1000 in PBS for 5 min before being washed three times in PBS and mounted with Permafluor. CellProfiler version 4.06 Software^76^, which is freely available at www.cellprofiler.org, was used to quantify signal intensity, by the following method: first, the color images were converted to grayscale by splitting, to conserve only the main channel (blue for DAPI, red for NR5A2 and PTEN immunofluorescence, and green for FOXL2). Based on DAPI images, the follicles or areas of interest were then manually delimitated and the intensity of the staining quantified. Finally, the controls were normalized to 1 and cKO intensity was calculated relative to 1.

### Culture of neonatal ovaries

Postnatal day 4 (PND4) mice ovaries from CON and cKO animals were dissected and placed in 50 μl drops of medium and cultured for 10 days on 0.4 μm floating filters at 37 °C in a chamber containing 5% CO_2_. Filters were placed in four-well culture plate on 0.5 ml DMEM-F12 medium supplemented with 0.1% Albumax, penicillin–streptomycin, 0.1% fetal bovine serum, 27.5 μg/ml transferrin, and 0.05 mg/ml L-ascorbic acid^77,78^. Culture medium was changed every second day. After 10 days of culture, ovaries were fixed for 4 h in 4% PAF, washed with PBS and mounted in blocks before being immunostained with DDX4 antibody to facilitate follicle counting.

### Statistical analyses

All values are expressed as mean ± SEM. For all experiments other than the transcriptomics experiment, statistical comparisons were made using Student’s t-test with Welch’s correction on GraphPad Prism V7.0 (Graphpad Software Inc., San Diego, CA). Percentage data were arcsine transformed prior to analysis.

## Supplementary information

Supplementary Figures.

Supplementary Table 1.

Supplementary Table 2.

Supplementary Table 3.

Supplementary Table 4.

Supplementary Table 5.

# Supplementary material for: A role for orphan nuclear receptor liver receptor homolog-1 (LRH-1, NR5A2) in primordial follicle activation
**Source:** Sci Rep. 2021 Jan 13;11:1079. doi: 10.1038/s41598-020-80178-4
**Supplement:** Supplementary file 1 — Supplementary Figures.

A Role for Orphan Nuclear Receptor Liver Receptor Homolog-1 (LRH-1, NR5A2) in Primordial Follicle Activation

Marie-Charlotte Meinsohn, Camilla H. K. Hughes, Anthony Estienne, Hatice D. Saatcioglu, David Pépin, Raj Duggavathi, and Bruce D. Murphy

Supplementary Figures

Supplementary figure S1

a

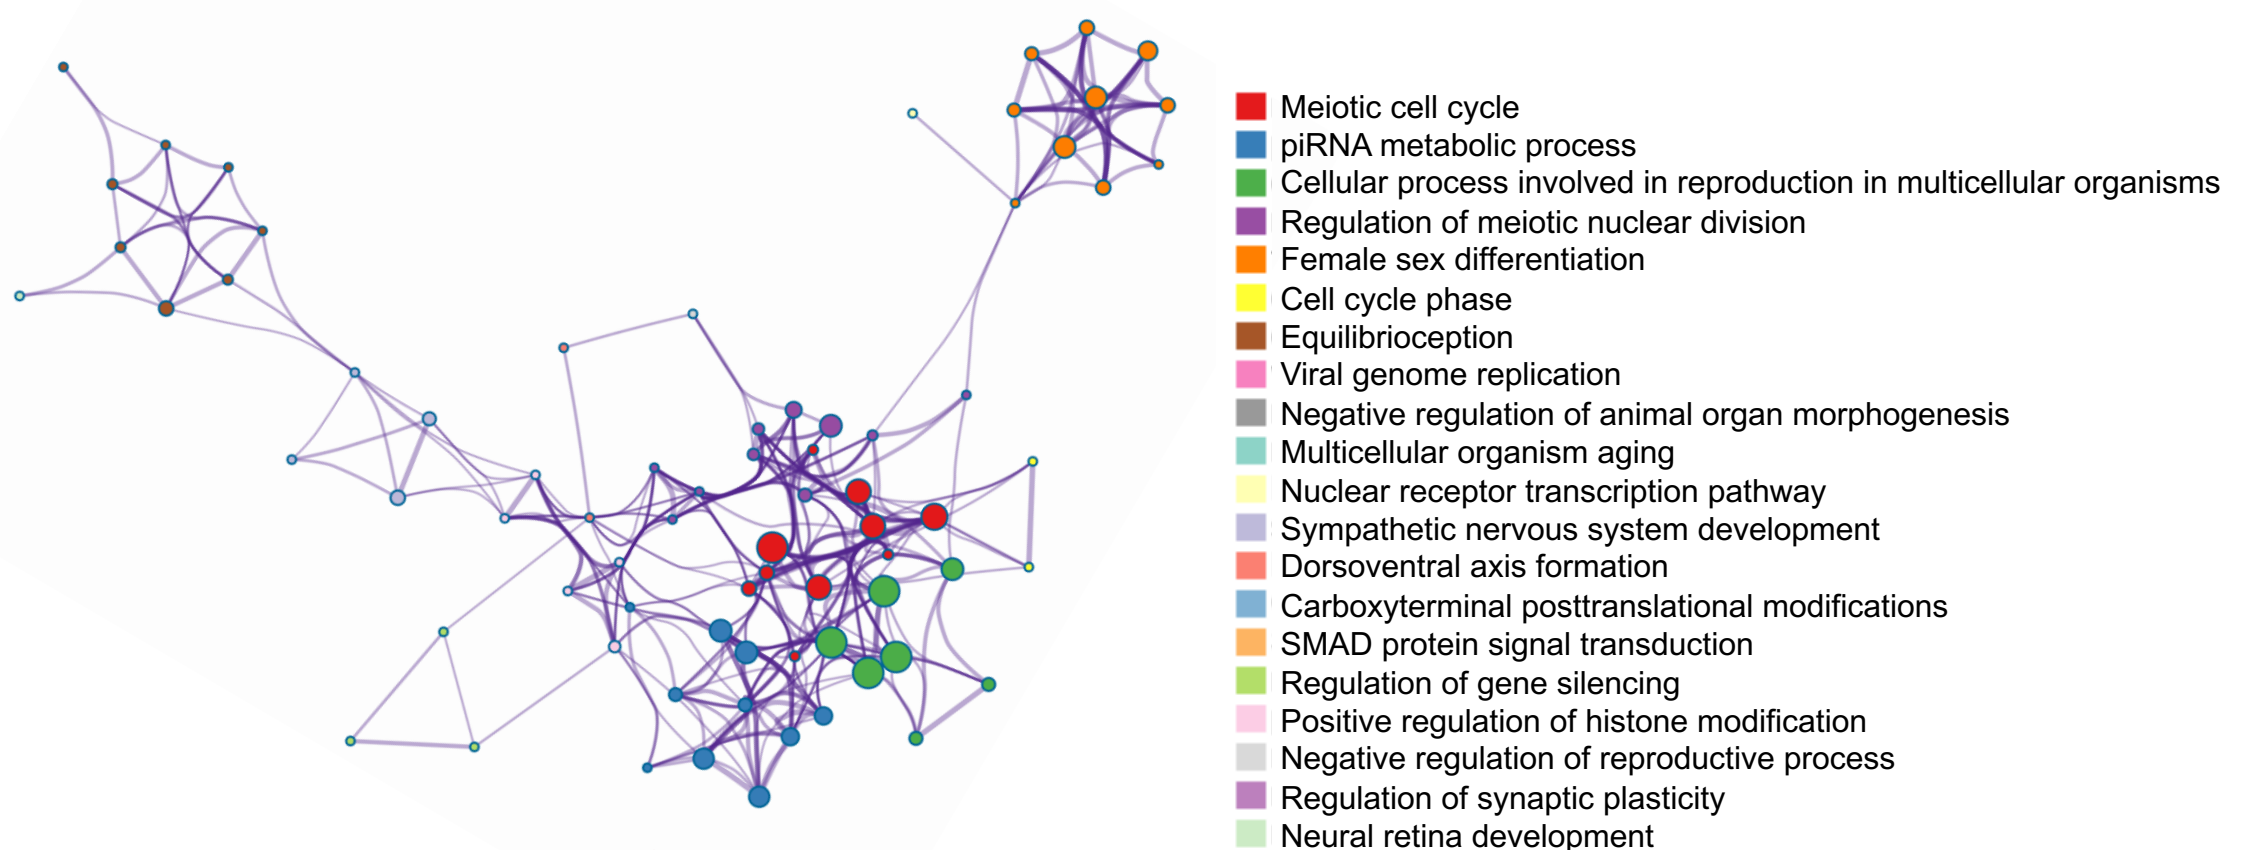

b

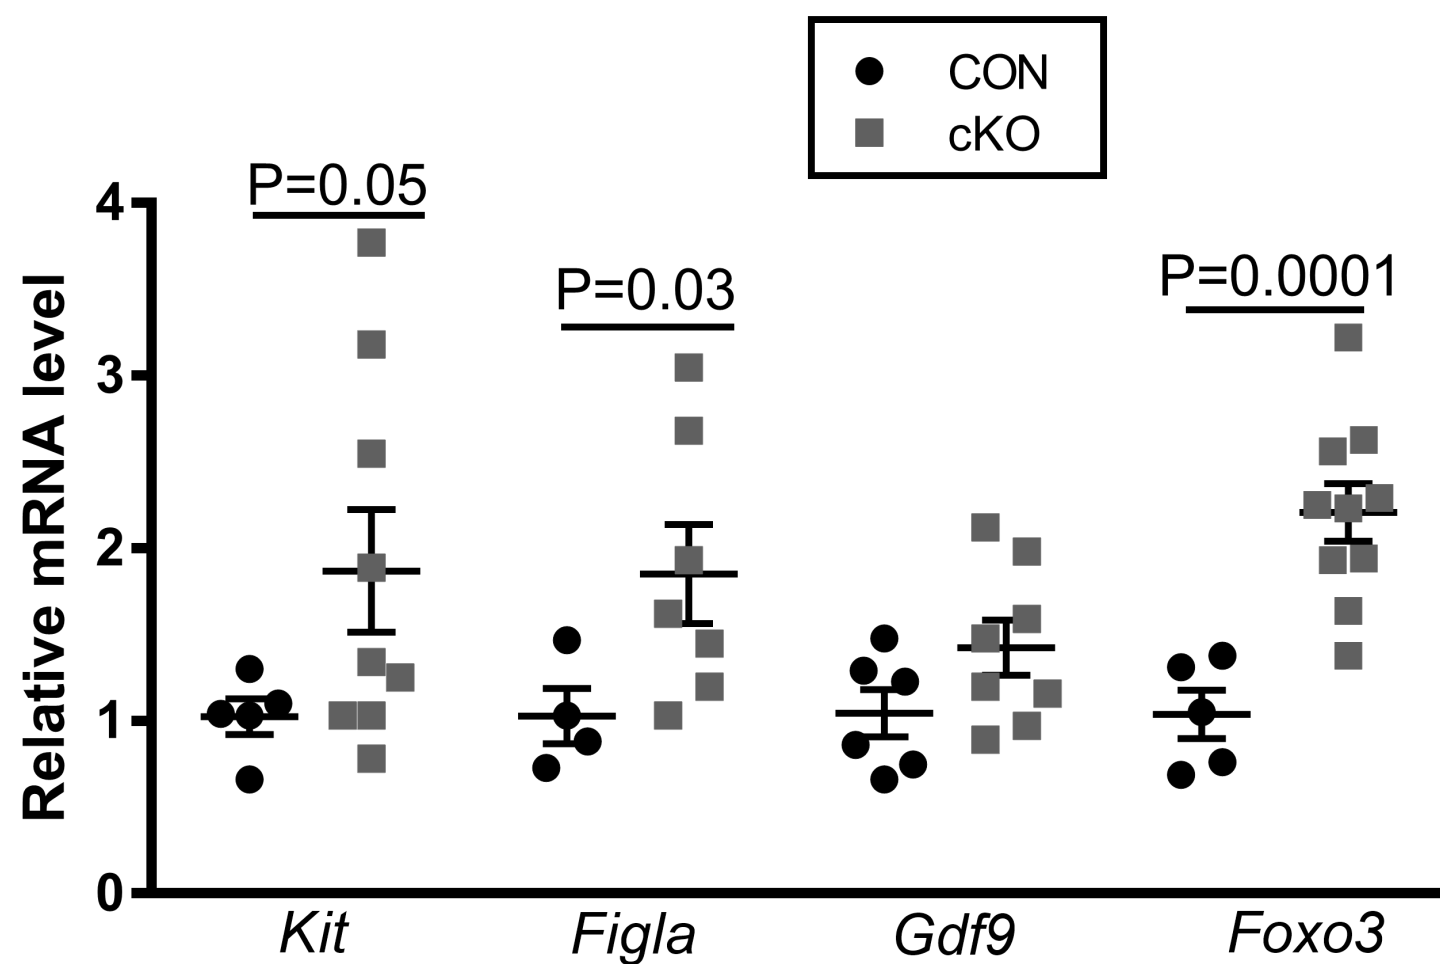

Supplementary figure S1. Transcripts that were upregulated by NR5A2 cKO. a) Pathway analysis transcripts that were upregulated by by NR5A2 cKO. The color of each circle represents the functional cluster, while the edges represent the similarity or relatedness among clusters. b) Abundance of oocyte-specific transcripts that changed ($P_{adj} < 0.05$; *Kit*, *Gdf9*, *Foxo3*) or tended to change ($P < 0.05$; *Figla*) by RNAseq, as measured by qPCR in CON and cKO murine ovaries at PND4 (n=5-10 animals per genotype).

Supplementary figure S2

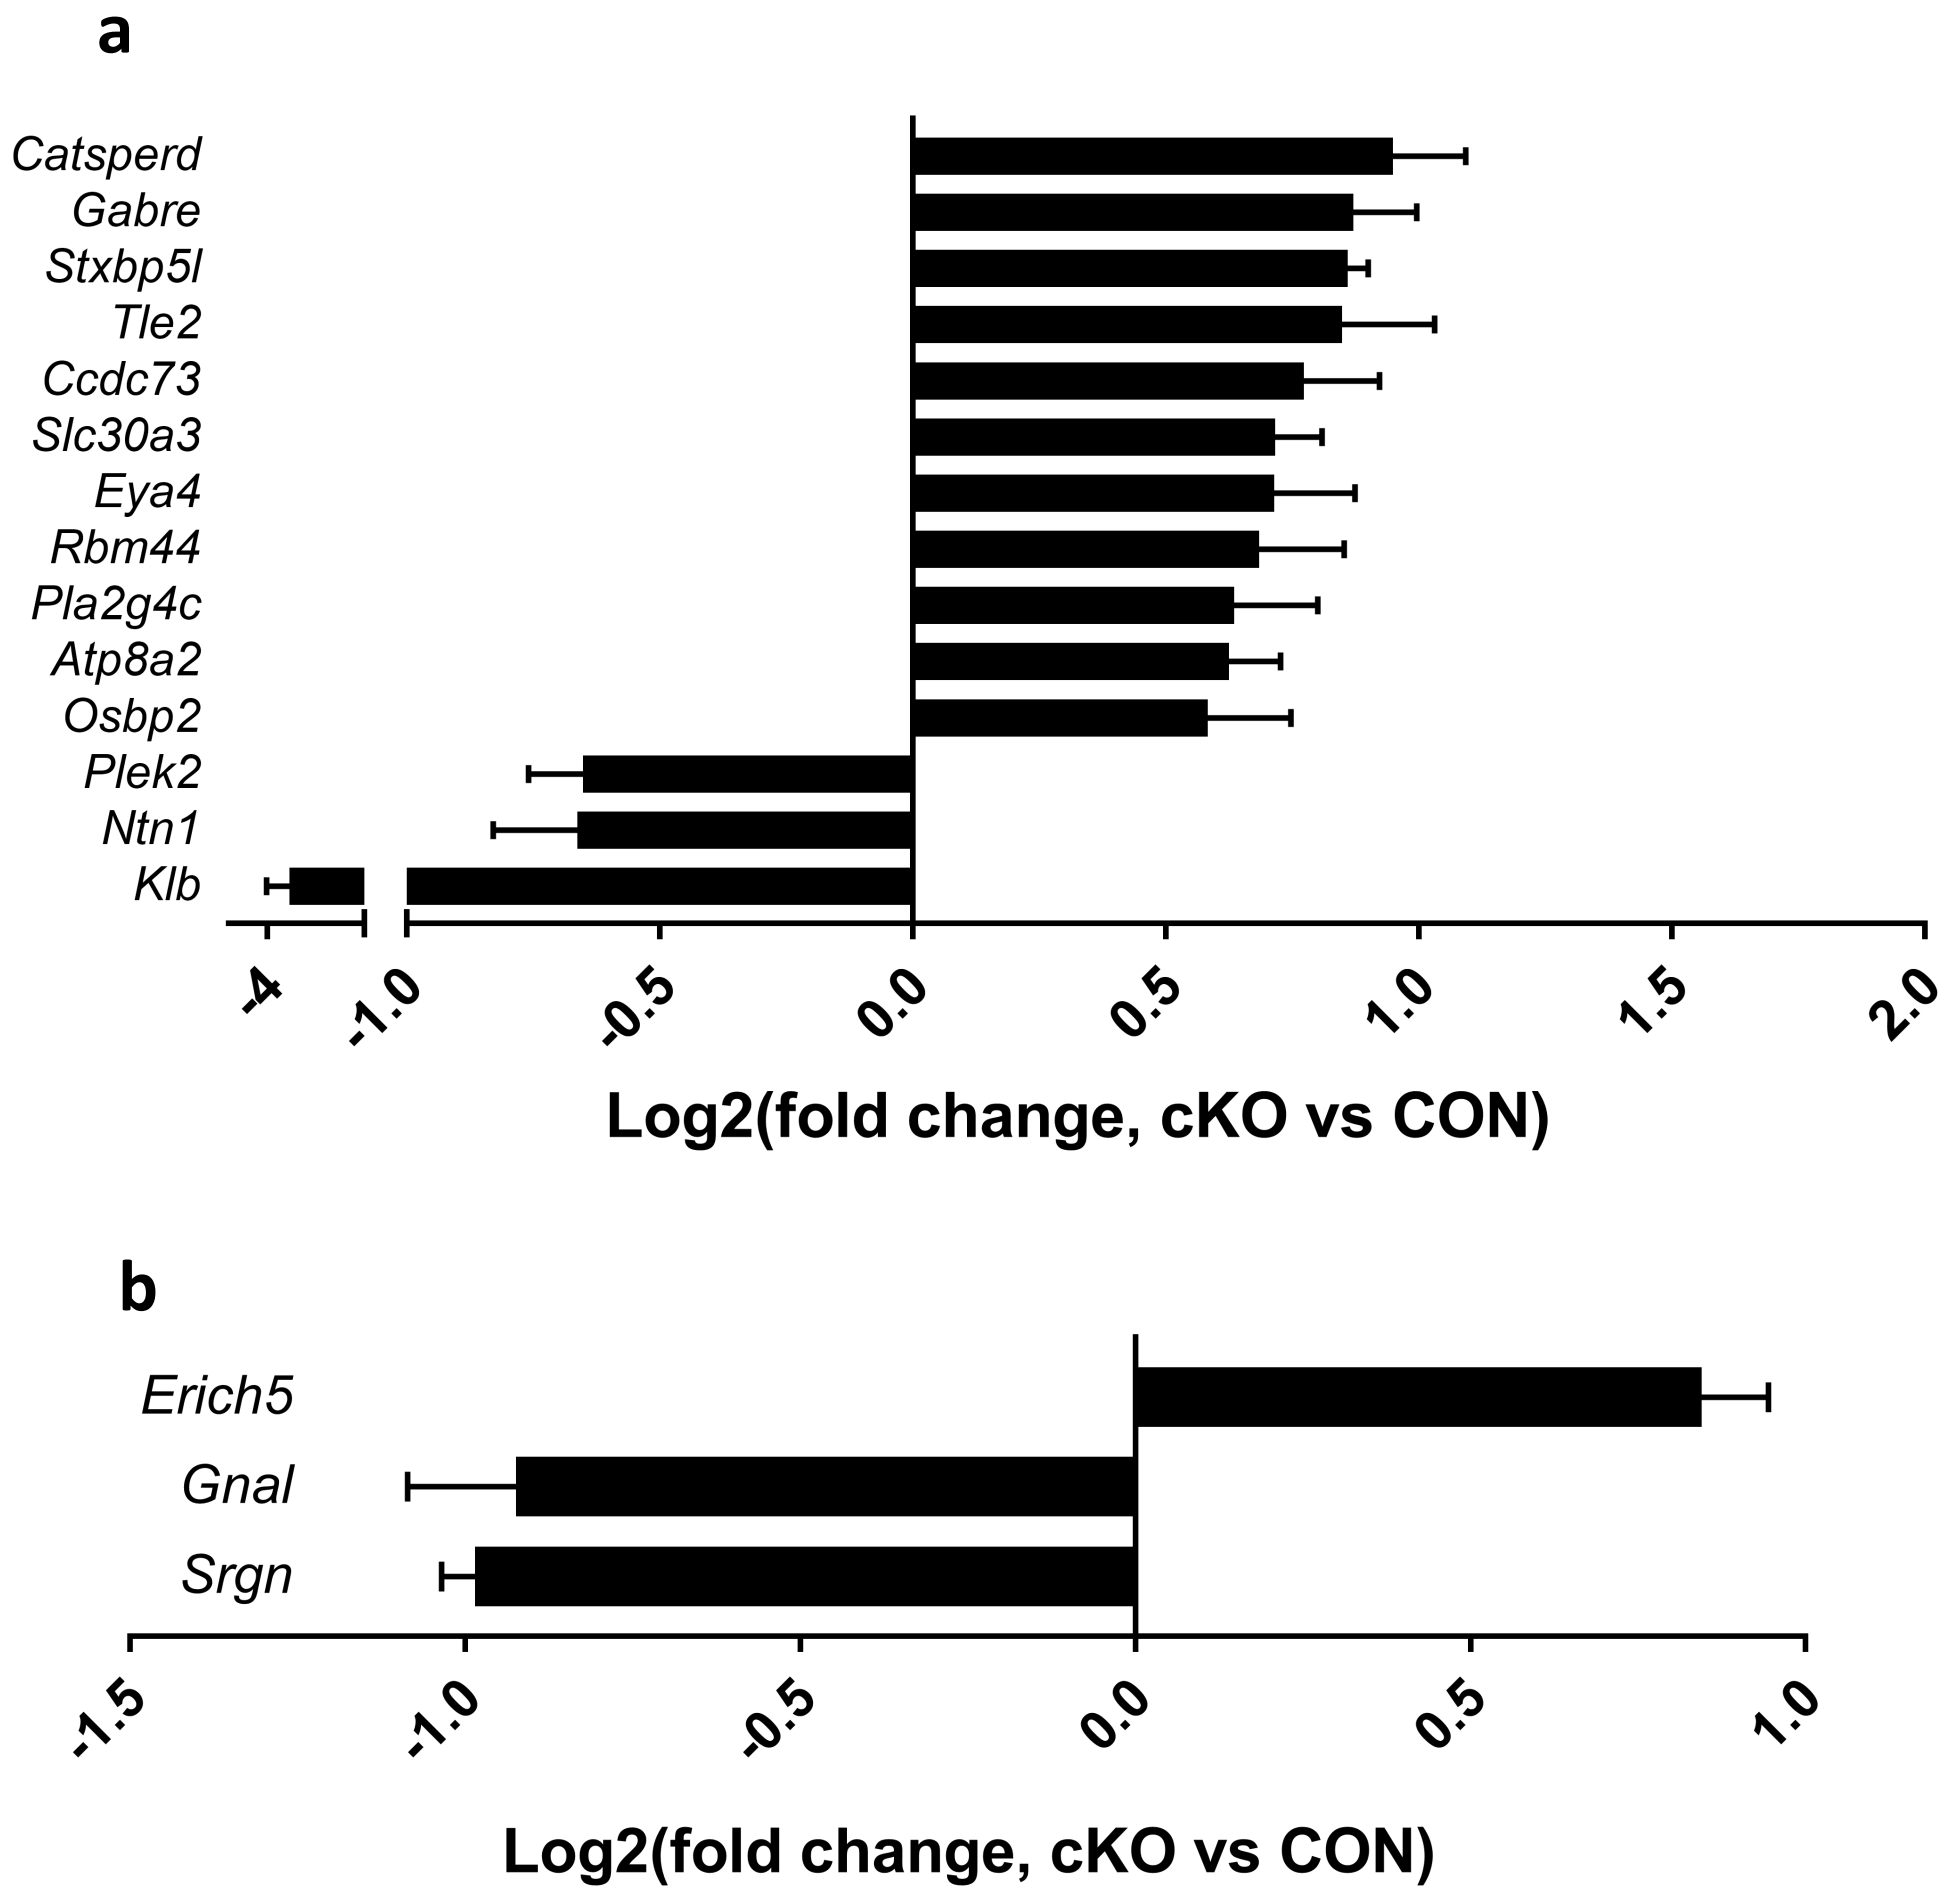

Supplementary figure S2. mRNA altered by NR5A2 conditional knockout and during the primordial-to-primary follicle transition. (a) mRNA that were more abundant in primordial follicles (Ernst et al., 2018) and were regulated by NR5A2 cKO. (b) mRNA that were more abundant in primary follicles (Ernst et al., 2018) and were regulated by NR5A2 cKO.

How the deposited data were processed for this re-analysis (not part of the article)

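RNA of whole ovaries of PND4 mice was sequenced in 8 libraries, 4 labelled CON and 4 labelled cKO. The authors removed reads with low base quality, aligned the paired reads of a stranded mRNA library to GRCm38 (mm10) with STAR and made the read counts per gene with featureCounts (versions, annotation release and strand setting not stated). From these counts the authors computed CPM by dividing by the total of each library, without a size factor, and the deposited CPM differ from counts over total by at most 1.82e-12. The authors' comparison of cKO against CON was made with DESeq2 (version not stated). Its deposited columns hold the mean signal over all libraries after division by size factors, the log2 fold change with its standard error, the Wald score, which is the log2 fold change over that error, and the p-value with its Benjamini-Hochberg adjustment. It lists 15657 genes with an adjusted p, 2204 of them under 0.05, and was used only for comparison. All results come from the counts.

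The count table holds 24823 gene IDs, of which 99.7% could be joined to a symbol and 4956 have 0 counts in every library. None of 50 genes of the Y chromosome and none of 10 globin genes has a count. All 8 libraries were used, and each was taken as 1 independent sample, since the labels give no litter, batch or pairing. The columns of the table could be joined to a genotype but not to a single sample title, so libraries carry the column numbers. Assigned reads per library were 18959773, 29066847, 17383905 and 17801394 for CON 1 to CON 4 and 24142142, 15738080, 22996493 and 14649243 for cKO 1 to cKO 4. TMM factors lay between 0.978 and 1.03 and the common dispersion was 0.0137. No 2 libraries were alike within counting noise: the smallest chi-square per gene between 2 libraries was 3.55, between cKO 3 and cKO 4, where 2 simulated draws of one library give 1.00.

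Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM, filterByExpr, robust quasi-likelihood fit and F test). Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5, the thresholds of the paper's methods, and the standard error (SE) is the log2 fold change over the root of F. Where a single gene is said to have passed, the adjusted p over all genes is meant. Principal components were computed on the 500 genes with the most variable log2 CPM (prior count 2). The 29 gene lists drawn up here cover oocyte, meiotic prophase, piRNA, granulosa, steroidogenesis, stroma, smooth muscle, surface epithelium, reproductive tract, neutrophil, red blood cell lineage, B cell, macrophage, endothelial, skeletal muscle, fat cell, nerve, immediate-early, heat shock, cell cycle, D and E cyclins, cyclin-dependent kinase inhibitors, mesenchymal, epithelial, PI3K, TGF-beta, Hippo, Wnt and nuclear RNA genes. A further 8 lists hold genes that the paper chose on these libraries. Each list was tested with camera of limma 3.58.1 (preset correlation 0.01, and again with an estimated correlation), with fry, and with a one-sided Fisher's exact test among the called genes against all genes tested, adjusted over the 29 lists. Per library, the deviation of a list is the mean over its tested genes of log2 CPM minus the gene's mean, tested by exact permutation over 70 label assignments. Differences between whole-ovary libraries cannot be assigned to a cell type.

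Named in the text are every gene the paper names for its RNA sequencing, the 10 genes with the largest increase and the 10 with the largest decrease among called genes whose 4 values in one genotype all lie above the 4 of the other, and in each list up to 4 tested members with the smallest p. Results for some single genes are not reported here. The values of Table 1 and Supplementary Table S1 had been seen when this rule and the gene lists were written. Tests of these lists are therefore not independent of the paper's calls. Outside this rule, *Slc4a1*, *Alas2*, *Atp2a3*, *Frzb*, *Wnt5a*, *Neat1*, *Meg3*, *Dazl*, *Igfn1*, *Ptprv* and *Crb1* were chosen after their values were seen. The edgeR test, thresholds, gene lists, named-gene rule and the following alternatives were set before the data were examined: RLE, upper quartile and library-size scaling; no count filter beyond 1 count in total, and at least 10 counts in all libraries; DESeq2 1.42.0, limma-voom with and without quality weights, and 1 surrogate variable from sva 3.50.0; no fold change threshold, and glmTreat against a fold of 1.2; 100 or all genes and the variance stabilizing transformation for principal components; and leaving out each library in turn. Another 3 alternatives were added after seeing the data: removal of the trend of each library's log2 CPM with transcript length (loess, span 0.5, degree 1), and the joint removal of CON 1 and CON 3 or of cKO 1 and cKO 2.

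The scripts were tested on simulated data with 200 changed genes (seed 20). Recovery was counted at an adjusted p under 0.05 with the right sign, without the fold change threshold. The fit recovered 61.2% of 67 genes changed 1.5-fold, 80.6% of 67 changed 2-fold and 100% of 65 changed 4-fold. Of the 167 genes under that adjusted p, 7 were unchanged. Simulated genes varied independently of each other, which genes of the real libraries need not do. The count filter asks for counts in enough libraries, and 22 transcripts of Supplementary Table S1 stayed below it and were not tested. Single-cell and follicle-level data, protein and histology were not analysed here.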

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

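In this part, all tests of explanations and all counts over other splits of the libraries were chosen after the results were seen, as was the use of CPM instead of log2 CPM for finding a library that stands apart. A library was singled out when its gap to the nearest of the 4 libraries of its genotype, divided by their range, was above Dixon's critical value for 4 values. Chance singles out about 1 in 20 groups, which is 14.5 of the 290 groups examined, so single entries carry little weight.

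Among the CON libraries, CON 2 has 29066847 assigned reads against 17383905 to 18959773 in the others. CON 1 stands apart with a stroma deviation of -0.15 (others 0.07 to 0.10), and in CPM with *Esr2* 19.7 (others 14.0 to 14.2), *Bmp15* 2.25 (1.60 to 1.69) and *Stxbp5l* 1.67 (1.06 to 1.15). CON 2 stands apart with *Hoxa11os* 15.9 CPM (5.39 to 7.07), *Pde4c* 2.08 (0.760 to 0.889), *Gap43* 20.0 (10.0 to 11.0) and *Egr1* 37.5 (45.2 to 45.4). CON 3 does so with *Cxcl10* 1.69 CPM (0 to 0.211), and CON 4 with a skeletal muscle deviation of 0.71 (-0.21 to -0.07) and *Plin1* 60.4 CPM (0.528 to 4.73).

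Among the cKO libraries, cKO 1 stands apart with a deviation of the cyclin-dependent kinase inhibitors of -0.057 (others 0.03 to 0.04), *Car2* 23.1 CPM (17.9 to 18.6) and *Fosb* 49.9 CPM (1.64 to 6.73). The library cKO 2 does so with a meiotic prophase deviation of 0.41 (0.10 to 0.11), *Cnpy1* 47.4 CPM (26.1 to 29.6), *Dazl* 52.1 (32.4 to 34.2), *Syce1* 17.3 (13.0 to 13.6) and *Gja1* 169 (212 to 217), and cKO 3 with *Slc6a2* 0.562 CPM (1.12 to 1.18). Genes outside those the paper discusses were singled out for a signal of their own: *Mroh6* (log2 fold change 1.38) and *Scx* (-2.82), called here and absent from Supplementary Table S1, and the medians of nuclear RNA genes (0.69), ribosomal protein genes (-0.37) and reproductive tract genes (-0.36).

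The counts of *Nr5a2* were higher in the libraries labelled cKO. They include exons outside the deleted ones and do not measure the deletion, so they do not contradict the labels. An exchange of labels between the groups is argued against, since 24 of 27 tested genes of Table 1 with a qPCR p of at most 0.05 (88.9%, exact 95% interval 70.8% to 97.6%) have the sign of the qPCR value, which an exchange would turn. That interval takes genes as independent, and the paper chose the genes of Table 1, so it is only a rough guide. A trend with transcript length is argued against, because *Nr5a2* keeps a log2 fold change of 0.79 (SE 0.12, edgeR adjusted p = 0.0266) once that trend is removed. More granulosa cell RNA in the cKO libraries is argued against as the whole cause by the other 31 granulosa genes, whose median is 0.19 (SD 0.31). More transcription of the gene and greater stability of the transcript that lacks the floxed exons may each contribute and stay open, untested, because counts per exon were not analysed here.

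The list of neutrophil genes had a negative median in the cKO libraries. Blood-forming cells in CON 1 and CON 3 are a candidate explanation: these are the 2 highest libraries for 12 of 15 tested red blood cell lineage genes (exact binomial p = 1.77e-15 over 28 pairs of libraries, a p that takes genes as independent), and the median of that list turns to 0.46 without them. A genotype difference carried by every CON library cannot be told apart from it. Without CON 1 and CON 3 the neutrophil median is -0.46 (camera adjusted p = 0.116), and the gap of 0.144 between the lowest CON and the highest cKO deviation is set against an SD of 0.120 among the cKO libraries. Over 35 splits of the libraries, 15 give as small a camera p, the real one included (smallest other 4.32e-21), so chance cannot be excluded. All 15 keep CON 1 and CON 3 in one group, and the real split has the largest p among them (5.66e-06). The small camera p of this list therefore goes with that pair of libraries and is no evidence for a genotype difference.

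The list of oocyte genes had a positive median in the cKO libraries. A trend with transcript length is argued against, as their median is 0.62 with that trend removed. A larger share of oocyte RNA remains a candidate explanation, since 39 of the 42 genes (92.9%) lie within 2 SE of the list's median, but a like change of transcription in each oocyte would look the same. The larger number of primordial follicles that the paper counts in cKO ovaries stays open as an explanation and was not tested. Over 35 splits, 5 give as small a camera p, the real one included (real 5.85e-19, smallest other 3.88e-33), so chance cannot be excluded.

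For the number of differentially abundant genes, 1 of 35 splits gives as many as the 215 found, the real one. The highest other gives 0. A share of 1 in 35 is the smallest that these splits allow. Every other split mixes the genotypes within its groups, which can lower its count. The splits therefore argue against chance but do not exclude it. At an unadjusted p under 0.05 the real split gives 4401 genes and the highest other, CON 1 and cKO 1 to cKO 3 against the rest, 3547. For the 9 enriched gene lists the splits decide nothing (1 of 35, highest other 0), because no other split calls a gene among which a list could be enriched. For the 14 lists past the threshold of camera chance cannot be excluded, as 12 of 35 splits give as many and the highest gives 17.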

How the results depend on the processing

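Of the settings compared, the removal of the length trend and the removal of CON 1 with CON 3 or of cKO 1 with cKO 2 were chosen after the values were seen. Over all settings, values of single named genes kept direction and side of the threshold 1615 times, missed it in the same direction 529 times, newly passed 71 times and turned sign 7 times, and for gene lists the numbers are 498, 21, 22 and 39. The 136 higher and 79 lower genes stayed within 1.5 times under RLE, upper quartile and library-size scaling, under both other filters and with limma-voom. They became 254 and 178 with DESeq2, 302 and 214 with quality weights, 145 and 184 with 1 surrogate variable, 71 and 37 with the length trend removed, 55 and 14 without CON 1 and CON 3, 61 and 157 without cKO 1 and cKO 2, 555 and 501 with no fold change threshold (fewer conditions, by construction), and 0 and 0 with glmTreat of edgeR against a fold of 1.2 (2371 and 2030 at an unadjusted p under 0.05 in the F test), and ranged from 0 to 322 and 0 to 105 with 1 library left out. The share of higher genes was 63.3%, against 54.5% with upper quartile scaling and 70.3% with library size only, and lower genes were the majority with 1 surrogate variable (44.1% higher) and without cKO 1 (47.9%), cKO 3 (41.2%), CON 4 (34.0%) or cKO 1 and cKO 2 (28.0%). The number of lists lower by camera was 8, and 5 with quality weights. Lists enriched among higher genes, 5, became 3 with the surrogate variable, 3 with the length trend removed, 2 without CON 1 and CON 3, 1 without cKO 1 and cKO 2, and 0 to 5 with 1 library left out. Lists enriched among lower genes, 4, became 2 without count filter, 8 with DESeq2, 2 with the length trend removed, 1 without CON 1 and CON 3, and 0 to 4 with 1 library left out. The overlap with Supplementary Table S1, 213, became 432 with DESeq2, 327 with quality weights, 99 with the length trend removed, 43 without CON 1 and CON 3, 83 without cKO 1 and cKO 2, and 0 to 274 with 1 library left out. Genes of Table 1 with the qPCR sign and an adjusted p under 0.05 numbered 5, and 14 with DESeq2, 9 with limma-voom, 10 with quality weights, 9 with the surrogate variable, 3 with the length trend removed, and 0 to 11 with 1 library left out. The separation on the first component was 20.0, and 15.6 with 100 genes, 34.6 with all genes tested, 9.69 with the variance stabilizing transformation (its gap 0.894, on another scale), and 7.82 to 23.7 with 1 library left out. List medians turned sign as follows. Stroma (-0.04): 0.044 with quality weights, 0.038 with the surrogate variable, 0.18 without cKO 1 and cKO 2, -0.16 to 0.042 with 1 library left out. Surface epithelium (-0.0012): 0.00089 with RLE, 0.038 with library size, 0.046 with the length trend removed, -0.17 to 0.11 with 1 library left out. Erythroid: 0.46 without CON 1 and CON 3. Macrophage (0.01): -0.018 with upper quartile scaling, -0.068 without CON 1 and CON 3, -0.095 to 0.086 with 1 library left out. Skeletal muscle (-0.34): 0.079 with 10 counts in all libraries, -0.59 to 0.25 with 1 library left out. Epithelial: 0.0013 with library size, -0.20 to 0.056 with 1 library left out. PI3K (0.07): -0.0022 with the length trend removed. Hippo: -0.0095 with upper quartile scaling, -0.0020 with quality weights, -0.0056 with the surrogate variable, -0.019 without cKO 1 and cKO 2, -0.013 to 0.051 with 1 library left out. Wnt: 0.0016 with library size, -0.043 to 0.0026 with 1 library left out. Without cKO 1 and cKO 2 the immediate-early (-0.0023), kinase inhibitor (0.0036) and mesenchymal (0.050) medians turned, as did *Junb* (-0.52) and *Fosb* (-0.037), and without CON 1 and CON 3 *Alas2* (0.49) and *Slc4a1* (0.82). With 1 library left out, *Cdkn1a* ranged from -0.0095 to 0.12 and *Cdh1* from -0.38 to 0.060. Except where stated, the cause was not tested. The count filter left 22 transcripts of Supplementary Table S1 untested. Not all were rare in every library: *Angptl7* had 11.7 CPM in CON 4 and at most 1.78 CPM in any other. Whether more depth would change this was not tested.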

Differences from the paper's values

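At the same thresholds, the paper gives 432 differentially abundant transcripts and edgeR gives 215. Of the alternatives set before the data were examined, DESeq2 (432), limma-voom (301), limma-voom with quality weights (516), 1 surrogate variable (329) and leaving out CON 1 (407) or cKO 4 (290) come within 1.5 times of the paper's value. Scaling by RLE, upper quartile or library size, both other filters and leaving out any other library do not. For higher transcripts the paper gives 254 and the value here is 136. DESeq2 (254), limma-voom (189), quality weights (302) and leaving out CON 1 (322) or cKO 4 (185) close this gap, and the surrogate variable (145), the other scalings and filters, no fold change threshold, glmTreat and the other left-out libraries do not. For lower transcripts the paper gives 178 and the value here is 79. DESeq2 (178), quality weights (214) and the surrogate variable (184) close the gap, and limma-voom (112), the scalings, filters, the other fold change settings and every left-out library do not. The 432 transcripts called by DESeq2 are those of Supplementary Table S1, including the 22 that the edgeR filter removed and 197 that edgeR tested and did not call. Over the 410 tested there, 0 log2 fold changes differ from the paper's by more than 1 SE, and the largest difference is 0.0866.

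The paper counts 18 transcripts of Table 1 with the same direction and significance in RNAseq and qPCR. It does not say whether transcripts significant in neither are included. Those past both thresholds with the same sign number 4 here, so the counts may differ in definition. By this count no alternative set before the data were examined reaches 18, the highest being 10 with DESeq2. The paper's own columns hold 12 with both p at most 0.05 and the same sign. The rule used here therefore does not yield 18 from those columns either. For transcripts past the adjusted p in RNAseq and not in qPCR the paper gives 5 and the value here is 1. DESeq2 (4) and leaving out CON 1 (4) close this gap, and limma-voom, quality weights and the surrogate variable (3 each), the scalings, the filters and the other left-out libraries (0 to 2) do not. For *Zfp36* the paper's Table 1 gives a log2 fold change of 0.87, and the value here is 2.02 (SE 0.81). It falls within 1 SE with limma-voom (1.35), quality weights (0.58), the surrogate variable (0.73) and without cKO 1 (0.68), and does not with the scalings, the filters, DESeq2 (2.00) or any other library left out. The authors' deposited table gives 2.00.

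The first principal component holds about 48% of the variance in Fig. 4a, read by eye, and 29.0% here. All tested genes (34.4%), the variance stabilizing transformation (45.8%) and leaving out CON 1 (34.0%), CON 2 (32.7%), cKO 3 (34.4%) or cKO 4 (33.1%) come within 1.5 times, and 100 genes (30.2%) and leaving out CON 3 (31.0%), CON 4 (29.5%), cKO 1 (29.7%) or cKO 2 (29.7%) do not.

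The paper finds *Nr5a2* transcript and protein lower in cKO ovaries, and the log2 fold change of its counts is 0.82. These counts include exons outside the deleted ones, which the paper's qPCR does not measure in the same way. Of the mesenchymal marker pair that the paper gives as lower in RNAseq, *Mmp9* is lower here too, and *Snai1* has the paper's sign with an edgeR adjusted p of 0.0630 (DESeq2 0.0243). By qPCR the paper finds *Cdh1* higher and *Foxl2* lower, and their log2 fold changes here are -0.08 and 0.16, while *Gja1*, also higher in the paper, has 0.14 (adjusted p = 0.257). *Cdkn1a*, higher by qPCR, has 0.06. *Egr1* and *Cxcl1*, which the paper calls at the adjusted p, pass it with DESeq2 (0.0117 and 0.0383). With edgeR *Egr1* does not pass, and *Cxcl1* was below the count filter. Genes that pass the adjusted p with DESeq2 and not with edgeR include *Kit*, *Gdf9*, *Foxo3* (DESeq2 0.0231), *Trp63* (0.00841), *Fos* (0.00493), *Csf3r* (0.0186), *Selplg* (0.0416), *Mmp8* (0.00575), *Osbp2* (0.0415), *Pla2g4c* (0.0116), *Atp8a2* (0.0209), *Coro1a* (0.0231), *Synpo2* (0.0205) and *Ccna1* (0.0128).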

Other observations

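Lists of long RNA kept in the nucleus, drawn up as a sign of RNA handling, and of markers of the reproductive tract and mesonephros beside the ovary belong to no claim of the paper. Of 10 nuclear RNA genes, *Snhg11*, *Firre* (log2 fold change 0.72, SE 0.09, edgeR adjusted p = 0.0119), *Malat1* (0.78, SE 0.11, 0.0119), *Meg3* (0.81, SE 0.15, 0.0243) and *Neat1* (0.65, SE 0.16, 0.0480) were higher in the libraries labelled cKO and the snoRNA host *Gas5* was lower (-0.31, SE 0.06, 0.0188), 8 and 1 adjusted over the list alone. The list is enriched among the higher genes (Fisher's exact test, adjusted p = 3.69e-07), with camera at 9.50e-08 (adjusted p = 0.263 with an estimated correlation). Its enrichment could not be tested without CON 2 or CON 3, where edgeR calls 0 genes. Of 21 reproductive tract genes, *Hand2*, the kidney and tract regulator *Sall1* (-1.05, SE 0.15, 0.0119), the patterning gene *Hoxa9* (-0.48, SE 0.11, 0.0376) and the estrogen receptor *Esr1* (-0.35, SE 0.09, 0.0475) were lower, 1 higher and 10 lower adjusted over the list alone (camera adjusted p = 9.84e-08; adjusted p = 0.306 with an estimated correlation). The enrichment of reproductive tract genes among the lower genes is lost without cKO 1 (0.101) or cKO 4 (0.0516), and with upper quartile scaling (0.0541). Without CON 2 or CON 3 it could not be tested either, as edgeR calls 0 genes. Leaving out 1 library takes *Meg3* to 0.0502 to 0.0892 (CON 2, CON 3, CON 4, cKO 2 or cKO 3), *Neat1* to 0.0707 to 0.136 (all but CON 4 and cKO 4), *Gas5* to 0.0579 to 0.0767 (CON 2, CON 3 or CON 4), *Hoxa9* to 0.0591 to 0.117 (CON 2, CON 3, CON 4 or cKO 3) and *Esr1* to 0.0618 to 0.135 (all but cKO 4).

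With fry, which asks whether the genes of a list move on balance one way, 4 of the 29 lists have an adjusted p under 0.05: TGF-beta and nuclear RNA (0.0121 each), and reproductive tract and D and E cyclins (0.0232 each). Fry gives 0.0643 for oocyte, 0.0646 for meiotic prophase and granulosa, 0.0664 for piRNA, 0.0935 for cell cycle, 0.106 for smooth muscle, 0.114 for neutrophil, B cell and PI3K genes, and 0.279 or more for the other lists.

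Of 89 ribosomal protein genes, 71 were lower and 0 higher with edgeR, and their deviation separates the genotypes (two-sided exact permutation p = 0.0286). Over 14751 genes with a known transcript length, the log2 fold change has a Spearman correlation of 0.30 with length and -0.01 with GC content. Per library, the correlation of a gene's deviation with its length was -0.33 to -0.04 in CON and 0.07 to 0.24 in cKO (two-sided exact permutation p = 0.0286), so the signs of RNA handling and quality in nuclear RNA, ribosomal protein and length move with genotype, and no test here separates them from it. The median length is 3411 bases over all genes tested, 3807 over the higher and 2548 over the lower genes, and the median size of the log2 change of the called genes keeps 98.7% with the length trend removed.

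Of 14 nerve genes, *Slc6a2* and *Gap43* (-1.21, SE 0.26, edgeR adjusted p = 0.0338) were lower and 1 was higher (2 and 3 adjusted over the list alone; camera adjusted p = 0.740), and the enrichment among the lower genes is kept only when CON 1 or cKO 4 is the library left out (otherwise 0.163 to 1), as is the call of *Gap43* (otherwise 0.0622 to 0.0925). The loss of enrichment without CON 2 or CON 3 says nothing about nerve genes, as edgeR then calls 0 genes. That enrichment also ends with quality weights of limma-voom (0.0925), 1 surrogate variable (0.0868), the length trend removed (0.221, with a median of 0.21 against 0.22), and without CON 1 and CON 3 (0.103) or cKO 1 and cKO 2 (0.869). Of 18 steroidogenesis genes none passed with edgeR (2 higher and 2 lower at an unadjusted p under 0.05, 0 adjusted over the list alone; median 0.12, camera adjusted p = 0.442). Of 17 stroma genes none passed with edgeR (0 higher and 1 lower at an unadjusted p under 0.05, 0 adjusted over the list alone; camera adjusted p = 0.568, and 0.000107 without cKO 1 and cKO 2). Of 15 surface epithelium genes 1 was higher (2 adjusted over the list alone; camera adjusted p = 0.740, and 2.50e-05 without cKO 1 and cKO 2). Of 5 tested B cell genes none passed with edgeR (1 lower at an unadjusted p under 0.05, 1 adjusted over the list alone; median -0.27, camera adjusted p = 0.210, but 0.00419 without count filter, 0.00267 with DESeq2, 0.0315 without CON 2 and 0.00826 without cKO 1 and cKO 2). Of 16 macrophage genes, *Lyz2* was lower (-0.56, SE 0.14, edgeR adjusted p = 0.0435, and 0.0552 to 0.128 without any 1 library), 1 adjusted over the list alone (camera adjusted p = 0.929, and 0.0168 without cKO 1 and cKO 2). Of 10 skeletal muscle genes 1 was lower (1 adjusted over the list alone; camera adjusted p = 0.761), and of 13 heat shock genes *Hsph1* was higher (0.36, SE 0.08, edgeR adjusted p = 0.0389, and 0.0510 to 0.114 without any library but CON 1), 1 higher and 1 lower adjusted over the list alone (median -0.07, camera adjusted p = 0.353). Of 6 fat cell genes none passed with edgeR (1 lower at an unadjusted p under 0.05, 0 adjusted over the list alone; median -1.35, camera adjusted p = 0.0625, but 4.43e-05 to 0.0480 with DESeq2, library size only, no count filter or the length trend removed, and without CON 1, CON 2, CON 3, cKO 3 or CON 1 and CON 3), and their deviation was 2.82 in CON 4 and -1.27 to 0.53 in the other libraries. Of the 80 other tested genes within 5 Mb of *Nr5a2*, 4 were called, all higher (*Igfn1*, *Ptprv*, *Mdm4* and *Crb1*; Fisher's exact test, p = 0.026, chosen after the values were seen), against 4 of 115 within 10 Mb (0.0785) and 5 of 192 within 20 Mb (0.133).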
